# Response gene to complement 32 promotes tumorigenesis by mediating DNA damage repair and inhibits CD8+ T cells infiltration in diffuse large B-cell lymphoma

**DOI:** 10.3389/fimmu.2025.1591615

**Published:** 2025-07-16

**Authors:** Xiyuan Zhang, Tiange Lu, Chunlei Shi, Mengfei Ding, Ling Wang, Xinting Hu, Xin Wang

**Keywords:** response gene to complement 32 (RGC32), diffuse large B cell lymphoma (DLBCL), cell cycle, DNA damage repair (DDR), CD8+ T cells

## Abstract

**Background:**

Response gene to complement 32 (RGC32), a complement activation-inducible factor broadly expressed in normal human tissues, has been implicated in tumorigenesis through its dysregulated expression in various malignancies and its involvement in critical oncogenic processes. Despite its established roles in cancer biology, RGC32 remains uncharacterized in diffuse large B-cell lymphoma (DLBCL). This study provides the first comprehensive investigation of RGC32 expression patterns and functional contributions to DLBCL pathogenesis, elucidating its potential as a novel therapeutic target or prognostic biomarker in this disease.

**Methods:**

Immunohistochemical (IHC) staining of RGC32 was performed on specimens from 32 Reactive hyperplasia lymphoid (RHL) patients and 80 DLBCL patients. To evaluate the role of RGC32 in DLBCL, lentivirus vectors either encoding shRGC32 or shControl were transfected into DLBCL cell lines. RNA-sequencing (RNA-seq) analysis was performed between shRGC32 and shControl stably transfected OCI-LY1 cells and functional enrichment analyses used gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG). In order to explored its functions *in vivo*, xenograft models were established by subcutaneously injecting shRGC32 and shControl transfected DLBCL cells into SCID beige mice.

**Results:**

Immunohistochemical analysis revealed RGC32 overexpression in DLBCL tissues contrast with RHL, and was associated advanced Ann Arbor stage (p = 0.043), B symptoms (p = 0.020), and poor progression-free survival (p = 0.015) and overall survival (p = 0.035). Functional studies demonstrated that RGC32 knockdown via shRNA significantly suppressed DLBCL cell proliferation *in vitro* and *in vivo*, with xenograft models showing reduced tumor growth and Ki-67 expression. RNA-seq analysis linked RGC32 depletion to downregulation of cell proliferation and impaired DNA damage repair (DDR) mechanisms. Western blot showed RGC32 knockdown could suppress ATM/ATR/CHK1 pathway and increase the tumor mutational burden (TMB). Furthermore, after inhibition of RGC32, infiltration of CD8+ T cells was increased in DLBCL tumor microenvironment (TME).

**Conclusions:**

This study highlights that RGC32 is a novel molecule in DLBCL progression and might be a potential therapeutic target for DLBCL therapy.

## 1 Introduction

As the predominant form of non-Hodgkin lymphoma (NHL) observed in adult populations, diffuse large B-cell lymphoma (DLBCL) is characterized by its rapid progression and high malignant potential (1). Although the application of monoclonal antibodies and antibody-drug conjugates, the prognosis of relapsed and refractory DLBCL patients are still poor (2). DLBCL is a highly heterogeneous disease, therefore, it is needed to figure out more available biomarkers for DLBCL treating.

Response gene to complement 32 (RGC32) also known as the complement 32 response gene and C13orf15, is an important complement response gene (3). RGC32 has no homology with other human proteins, but it has been demonstrated to be a binding partner and substrate of p34CDC2, and is related to centrosome formation during mitosis (4). Therefore, RGC32 can regulate the cell cycle and promote cell proliferation. Aberrant expressions of RGC32 can be found in several human cancers and a growing number of data have confirmed the significance of RGC32 in the cancer development (3). Furthermore, RGC32 has been identified as a critical modulator of malignant cell proliferation (5), epigenetic modifications (6) and metastasis (7) in different tumors, and it is a promising therapeutic target in the future. However, the role of RGC32 in DLBCL is still unknown. We hypothesized that RGC32 is likely involved in the biological process of DLBCL.

DNA damage repair (DDR) is a series of cellular responses to DNA damages, including DNA damages removing, DNA damage checkpoints activating, cell cycle arresting and apoptosis inducing (8). Recent studies have found that DDR is closely related to immune infiltrations in tumor microenvironment (TME) (9). Dysfunction of DDR enhances antigen processing and presentation via elevated tumor mutational burden (TMB) and neoantigen accumulation (10). At the same time, DDR also can influence the immune escape by regulating the ligand of programmed death 1 (PD-1), which identified as PD-L1 (11). Furthermore, patients with DDR injury are sensitive to immunotherapy (9) and have a much better prognosis (12).

Our present research was focused on evaluating the clinical relevance and functional implications of RGC32 in DLBCL. RGC32 expression is found to be upregulated in DLBCL and is associated with unfavorable prognosis. Inhibition of RGC32 displayed anti-lymphoma effects through suppression of cell cycle and DDR pathways, and also could promote CD8+ T cells infiltration in TME of DLBCL. These findings imply that RGC32 may serve as a novel promising molecule in DLBCL progression and a potential therapeutic target for DLBCL treatment.

## 2 Materials and methods

### 2.1 Patient samples and cell lines

This retrospective cohort study analyzed formalin-fixed, paraffin-embedded (FFPE) tumor specimens from 80 DLBCL patients treated with R-CHOP regimen between 2011-2022. The detailed information of the DLBCL patients could be found in Additional file 1. Another 32 reactive hyperplasia patients’ tissues serving for control were obtained at the same time. Histological diagnoses were established in accordance with the 5th classification of the World Health Organization (WHO) (13). Peripheral blood mononuclear cells (PBMCs) were extracted from peripheral blood samples donated by 8 healthy volunteers. The experiment was complied with the Declaration of Helsinki and all samples were obtained with the participants’ informed consent. The Medical Ethics Committee of Shandong Provincial Hospital reviewed and approved all the study plans. Human DLBCL cell lines including OCI-LY1, OCI-LY8, OCI-LY10, U2932 and VAL were purchased from ATCC and maintained in IMDM medium (Gibco, CA, USA) containing 10% fetal bovine serum (Gibco, CA, USA) under standard culture conditions (37°C, 5% CO2 humidified atmosphere).

### 2.2 Hematoxylin-eosin staining and immunohistochemical

Formalin-fixed paraffin-embedded tissue sections were generated following established protocols for H&E staining and IHC analysis, as detailed in Additional file 2. Histopathological evaluation of DLBCL specimens employed a two-parameter scoring system: staining intensity grading (0 = negative; 1 = weak; 2 = moderate; 3 = strong) multiplied by positive area proportion scoring (0 = <5%; 1 = 5-25%; 2 = 25-50%; 3 = 50-75%; 4 = ≥75%). Specimens were stratified into low-expression (0-7) and high-expression (8-12) groups based on composite score thresholds. The antibody panel comprised anti-RGC32 antibody (Biorbyt, orb2372, 1:200), human anti-CD8a antibody (ABclonal, A0663, 1:200), mouse anti-CD8a antibody (Servicebio, GB114196, 1:500), and anti-Ki67 antibody (Servicebio, GB121141, 1:300).

### 2.3 Western blot

Western blot analysis of DLBCL cell lysates was performed according to standardized methods described in Additional file 2 (14). Primary antibodies employed in this investigation comprised RGC32 (NOVUS, NBP2-93098, 1:1000), GAPDH (Zhongshan Goldenbridge, TA-08, 1:2000). Additional markers including c-myc (18583), Cyclin D1 (2922), CDK4 (12790), p27 (3688), p-ATM (5883), p-ATR (2853), p-CHK1 (2348), IRF1(8478), PD-L1(13684), p-H2AX (9718) were all purchased from Cell Signaling Technology (Beverly, USA), and the dilution used for all antibody was 1:1000.

### 2.4 Poly(A) tail length assay

This assay was carried out by Poly(A) Tail-Length Assay Kit (76455, Affymetrix, USA) according to the instruction. The specific PCR forward primer of RGC32 was referred to previously published literature (15). Gene-specific amplification was performed using a forward primer targeting the RGC32 sequence paired with a reverse primer complementary to the region immediately upstream of the Poly(A) initiation site, enabling precise Poly(A) tail length quantification (primer details in Additional file 2). Amplified products were resolved by 2% agarose gel electrophoresis, with tail lengths quantified through comparative gel analysis.

### 2.5 Cell transfection

The OCI-LY1 and OCI-LY10 cell lines underwent genetic modification through transfection with RGC32-specific siRNA and corresponding control plasmids (provided by GeneChem, Shanghai). This procedure was conducted following standardized protocols at an optimized multiplicity of infection (MOI) of 50. Subsequent to the 72-hour transfection period, stable transformants were isolated through antibiotic selection using 2 μg/ml puromycin. Transfection efficacy verification was performed through protein expression analysis of RGC32 via Western blotting.

### 2.6 Cell proliferation and cell cycle assay

*In vitro* cell proliferation assessment was conducted utilizing the CCK-8 detection system (Yeasen Biotechnology). Lentivirus-transfected DLBCL cells were cultured in 96-well plates and subjected to kinetic monitoring through CCK-8 reagent addition (10 μl/well) at predetermined intervals (0, 24, 48, 72, 96 hours). Following a 4-hour incubation at 37°C, spectrophotometric measurements were performed at 450 nm using a Multiskan GO microplate analyzer (Thermo Scientific, USA). Parallel cell cycle profiling was implemented through propidium iodide staining methodology, with quantitative analysis executed on a Navios flow cytometer (Beckman Coulter, CA, USA) following established protocols.

### 2.7 Xenograft tumor models *in vivo*

The experimental protocol was approved by the Animal Care and Research Advisory Committee at Shandong Provincial Hospital, with all procedures conducted in accordance with institutional guidelines. Female beige SCID mice (age: 4 weeks; source: Weitong Lihua Laboratory Animal Center, Beijing) were randomly divided through simple randomization into two experimental groups. These groups received subcutaneous injections of either shRGC32-transfected or control vector-transfected DLBCL cells (1×10^7^ cells/mouse) into the right hind limb to establish xenograft tumor models. Tumor progression was monitored biweekly using digital caliper measurements for volumetric assessment. Following a 3–4 weeks experimental period, all animals underwent subsequent histopathological evaluation of tumor specimens.

### 2.8 RNA-sequencing

Total RNA was isolated using RNAiso Plus reagent (Takara, Dalian, China) from three independent replicates of OCI-LY1 cells stably transduced with either shRGC32 or shControl constructs. Following library preparation through reverse transcription, comparative transcriptome profiling was performed using DESeq2 (v1.20.0) in R environment to identify statistically significant differentially expressed genes between experimental groups. To elucidate the biological implications of these transcriptional changes, functional enrichment analyses were subsequently conducted, encompassing Gene Ontology (GO) categorization and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation.

### 2.9 Tumor-infiltrating lymphocytes analysis

Xenograft tumors established by subcutaneously injected OCI-LY1 cells with shRGC32 vectors or empty control vectors stable transfected. Details of steps were provided in Additional file 2. Tumor pieces were digested by collagenase IV (Solarbio, China) and separated by Percoll gradient (Solarbio, China). Cell surface CD8a and CD3 of TILs was stained with CD8a Flow antibody (Proteintech, PE-65069, 0.3μl) and CD3 Flow antibody (Proteintech, APC-65077, 0.5μl), and tested by FACS- 240 Navios Flow Cytometer (Beckman Coulter Inc. USA).

### 2.10 Quantitative real-time PCR

Total RNA extraction was performed with RNAiso Plus reagent (Takara, Dalian, China). RNA quantification was conducted using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Complementary DNA synthesis was achieved through reverse transcription with commercial kits (Vazyme, Nanjing, China). Subsequent quantitative PCR analysis was performed on a Light Cycler 480II platform (Roche, Basel, Switzerland) employing SYBR Green Premix Ex Taq II reagents (Vazyme, Nanjing, China). All primer sequences for target amplification were documented in Additional file 2, with GAPDH serving as the endogenous reference gene for normalization. Relative gene expression levels were determined through comparative threshold cycle analysis using the 2^−ΔΔCt^ calculation method.

### 2.11 Statistical analysis

Statistical analyses were conducted using SPSS 24.0 (IBM Corporation, USA) and GraphPad Prism 5.0 software. Data obtained from *in vitro* experiments are expressed as mean ± standard deviation (SD) from three independent replicates. Survival curves were constructed using Kaplan-Meier analysis, and intergroup differences were assessed with the log-rank test. Statistical comparisons were performed using Student’s t-test and one-way analysis of variance (ANOVA). A p-value threshold of 0.05 was established for statistical significance, with asterisks denoting specific probability levels (*p < 0.05, **p < 0.01, ***p < 0.001).

## 3 Results

### 3.1 Elevated RGC32 expression in DLBCL correlated with adverse clinical outcomes

To elucidate the functional role of RGC32 in DLBCL pathogenesis and clinical outcomes, IHC analysis was conducted to compare RGC32 expression patterns between DLBCL specimens and RHL controls. Cytoplasmic localization of RGC32 was predominantly observed in DLBCL tissues. Quantitative evaluation revealed markedly elevated RGC32 protein levels in DLBCL compared to benign lymphoid hyperplasia (**Figure 1A**), implicating its potential association with disease progression in this lymphoma subtype. RGC32 positivity was detected in 45% (36/80) of DLBCL cases, contrasting with only 6.3% (2/32) in RHL controls (p < 0.001).

**Figure 1:**
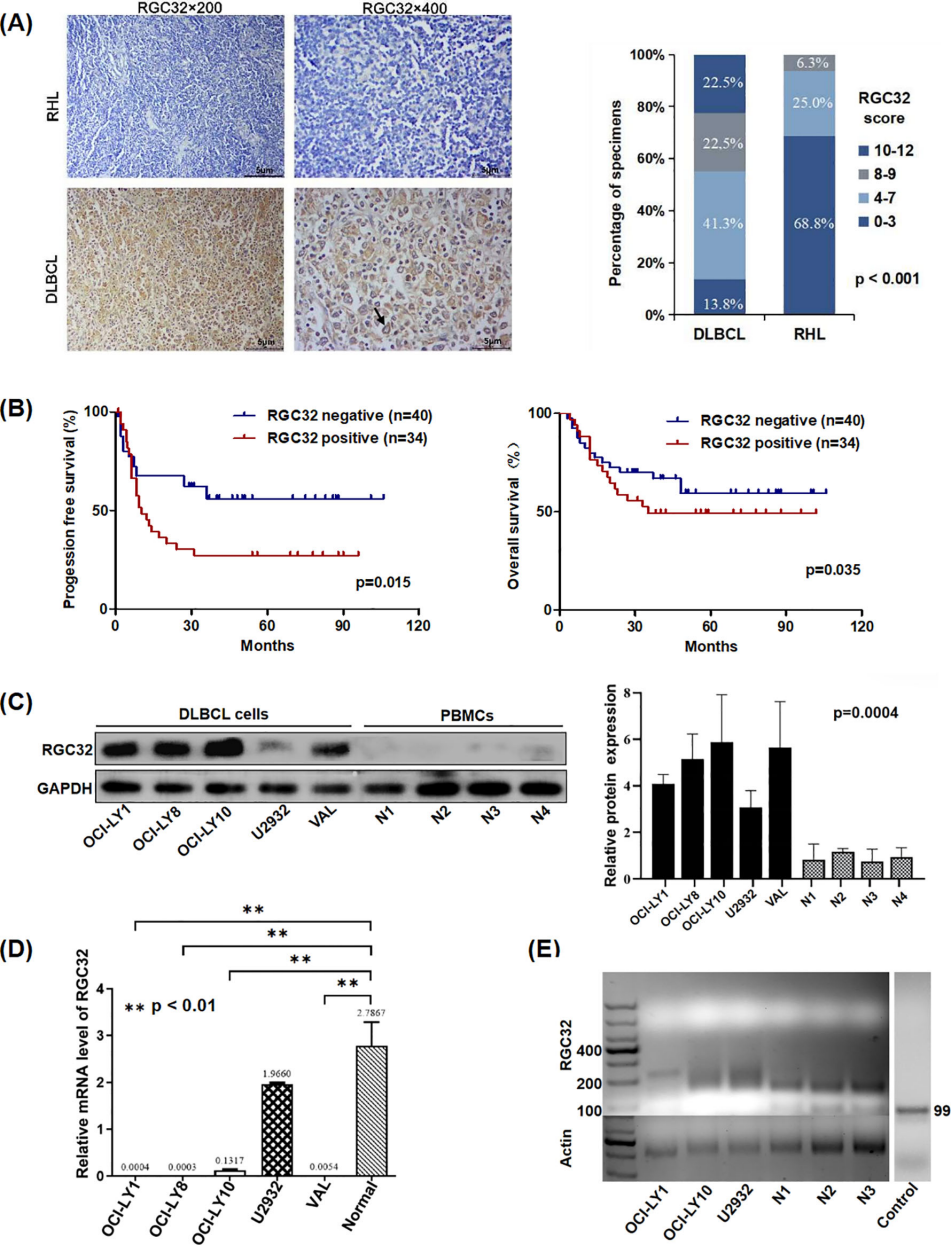
RGC32 expression was up-regulated in DLBCL and was related with adverse progression. **(A)** Immunohistochemical staining of RGC32 in DLBCL (n = 80) and RHL (n = 32) tissues. Bar = 5μm. **(B)** RGC32 expression in DLBCL was correlated with progression free survival and overall survival based on Kaplan-Meier survival curve analysis of IHC datas. **(C)** Protein expressions of RGC32 in DLBCL cell lines and PBMCs was detected by Western blotting. **(D)** The expression of RGC32 mRNA in PBMCs and DLBCL cell lines by RT-PCR. **(E)** The PAT length of RGC32 mRNA in PBMCs and DLBCL cell lines.

Clinical characteristics correlation analysis (**Table 1**) demonstrated significant associations between RGC32 expression and advanced Ann Arbor stage (p = 0.043) as well as B symptoms (p = 0.020). While a trend toward increased RGC32 positivity was observed in patients with extra-nodal involvement, this did not reach statistical significance (p = 0.052). Survival analysis via Kaplan-Meier curves revealed that DLBCL patients with elevated RGC32 expression exhibited significantly reduced progression-free survival (PFS; p = 0.015) and overall survival (OS; p = 0.035) compared to RGC32-negative counterparts (**Figure 1B**). Additionally, comparative analysis revealed significantly elevated RGC32 protein expression levels in DLBCL-derived cell lines when compared with PBMCs isolated from healthy control subjects (**Figure 1C**). Collectively, these data suggest that RGC32 overexpression may serve as a novel prognostic biomarker for monitoring disease progression in DLBCL patients.

**Table 1:** Clinical characteristics of the RGC32 expression in DLBCL patients.

Characteristics	Patients (N)	negative (N)	positive (N)	P value
Age(years)				
<60	29	15	14	0.644
≥60	51	29	22	
Gender				
Male	45	23	22	0.434
Female	35	21	14	
Ann Arbor Stage				
I/II	28	19	9	**0.043**
III/IV	48	21	27	
IPI score				
0-2	40	22	18	0.668
3-5	36	18	18	
Subtype				
GCB	32	20	12	0.402
Non-GCB	40	21	19	
B symptom				
No	54	33	21	**0.020**
Yes	22	7	15	
Elevated LDH				
Yes	36	18	18	0.668
No	40	22	18	
Extranodal involvement				
Yes	53	24	29	0.052
No	23	16	7	

The bold values represents statistically significant results (p<0.05). IPI, international prognostic index; GCB, germinal center B-cell; Non-GCB, non-germinal center B-cell; LDH, Lactate dehydrogenase.

### 3.2 RGC32 mRNA in DLBCL had longer Poly (A) tails and higher transcription efficiency compared with PBMCs cells

Interestingly, while RGC32 protein expression was lower in PBMCs of healthy donors compared to DLBCL cell lines (**Figure 1C**), its mRNA levels showed an inverse pattern with significantly higher expression in healthy PBMCs (**Figure 1D**). This mRNA-protein discordance aligns with prior reports on RGC32’s post-transcriptional regulation, which has been attributed to variations in Poly(A) tail length (15). Given the critical role of Poly(A) tails in maintaining mRNA stability and modulating translational efficiency (16), we verified this phenomenon in DLBCL using a Poly(A) tail length assay. Our analysis revealed distinct electrophoretic patterns: discrete bands corresponding to shorter Poly(A) tails (about 15–35 nucleotides) in healthy PBMCs, contrasted by smeared bands indicative of heterogeneous longer tails (about 35–105 nucleotides) in DLBCL cells (**Figure 1E**). Notably, eukaryotic mRNAs generally require a minimum Poly(A) tail length of ~30 nucleotides for stability (17). The suboptimal tail length observed in PBMCs provides a mechanistic explanation for the observed translational inefficiency despite elevated RGC32 mRNA levels in these cells.

### 3.3 RGC32 promoted cell proliferation in DLBCL *in vitro* and *in vivo*

To further investigate the biological function of RGC32 in DLBCL, we initially transfected three lentiviruses expressing shRNA into OCI-LY1 and OCI-LY10 cell lines to inhibit RGC32 expression. The knockdown efficiency was determined by western blot and data showed that shRGC32#0 and #1 reduced RGC32 protein level successfully in contrast to shControl (**Figure 2A**), of which shRGC32#1 exhibited better efficacy. *In vitro* experiments revealed that DLBCL cells with stable shRGC32 transfection showed significant growth retardation compared with their control counterparts. Particularly, lentiviral construct shRGC32#1 achieved superior growth suppression compared to shRGC32#0 across both OCI-LY1 and OCI-LY10 cellular models (**Figure 2B**). To further investigate the oncogenic potential of RGC32 *in vivo*, we established a xenograft tumor model by subcutaneously injecting SCID beige mice with OCI-LY1 cells carrying either shRGC32 or shControl constructs (six animals per experimental group). Tumor volume of mice implanted with shControl cells significantly grown faster and was larger in the end in comparison to mice with shRGC32 cells (**Figures 2C, D**). RGC32 and Ki-67 expressions were detected by IHC staining of the xenograft tumor. RGC32 and Ki-67 were detected higher expression in shControl tumor tissues than shRGC32 (**Figure 2E**). These results validated that RGC32 enhances tumor proliferation in DLBCL both *in vitro* and *in vivo*.

**Figure 2:**
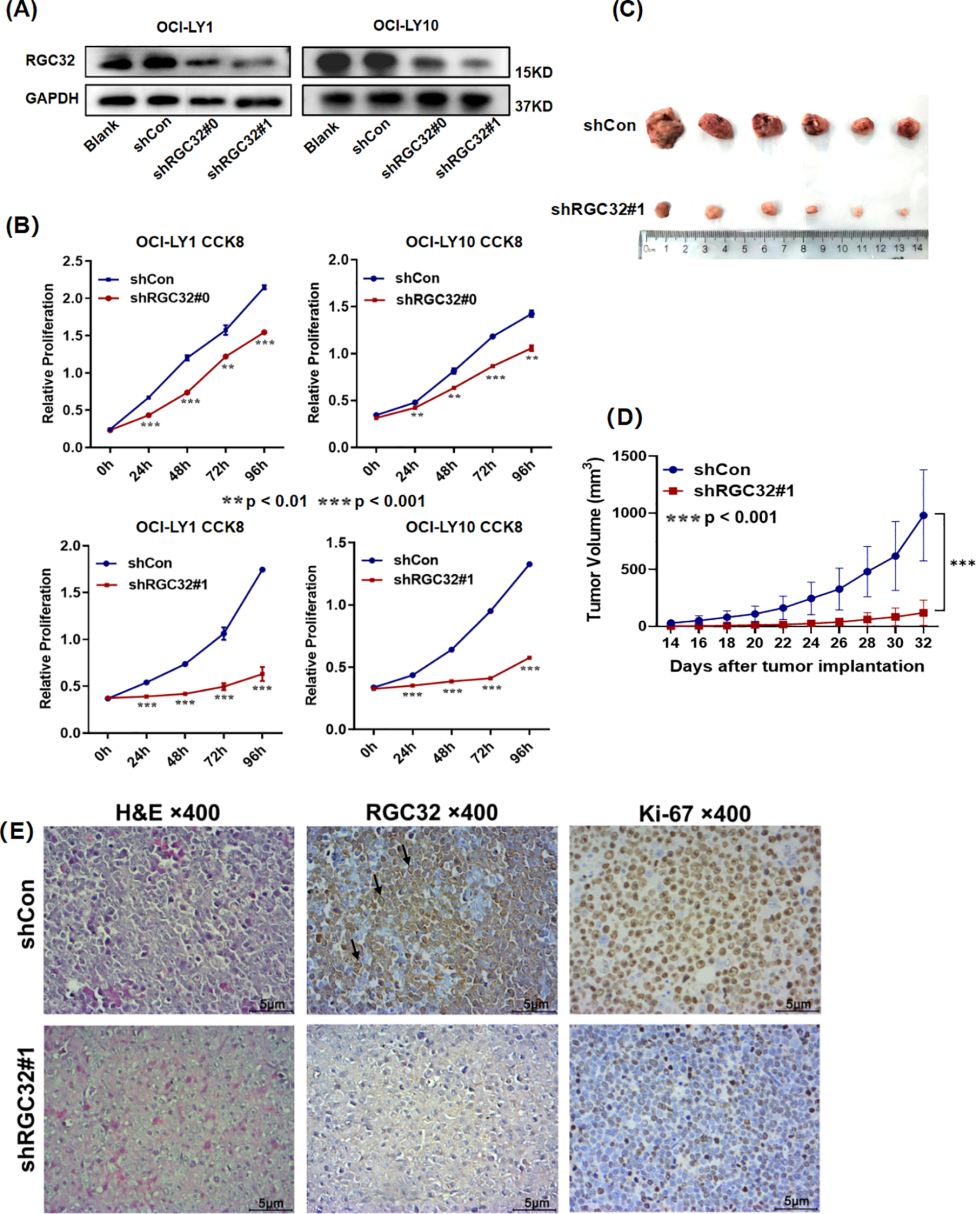
RGC32 promoted DLBCL growth *in vitro* and *in vivo*. **(A)** Western blot analysis was utilized to assess RGC32 protein expression in stably transduced OCI-LY1 and OCI-LY10 cell lines compared to vector control groups. **(B)** Silencing of RGC32 substantially inhibited proliferative capacity of both cellular models *in vitro*. **(C, D)** Xenograft models implanted with shRGC32-transfected cells exhibited significantly diminished tumor growth parameters relative to shControl cohorts, with consistent results observed in both tumor volume measurements (n = 6 per group). **(E)** Histopathological evaluation through H&E and IHC analysis demonstrated differential expression patterns of RGC32 and the proliferation marker Ki-67 in tumor xenograft specimens. Bar = 5μm.

### 3.4 RNA-seq analysis revealed molecular mechanisms underlying the inhibition of proliferation after RGC32 knockdown

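OCI-LY1 is an established human cell line derived from DLBCL, and lentiviral shRNA constructs integrate into the genome so that the knockdown is kept through cell division. RNA from 3 independent cultures of OCI-LY1 cells carrying shRGC32 and 3 carrying shControl was sequenced. The authors deposited the expression of each of 58735 genes in each of the 6 libraries as FPKM, the fragments counted on a gene per kilobase of its length, scaled to the size of the library. The text of the paper names no aligner, counting method, strand setting or annotation. All 58735 gene identifiers occur in GENCODE release 29, and 58724 of them have that release's coordinates on GRCh38, the build on which coordinates are given here. FPKM multiplied by the gene length in the table was a multiple of 1 step in each library. Division by this step gave whole reads for 100% of the values in every library. Summed over genes, these reads came to 17469345, 17227159 and 17280379 in shControl replicates 1 to 3 and to 17490344, 17472335 and 17805749 in shRGC32 replicates 1 to 3. The library size in FPKM was one that the authors had rescaled by a median-of-ratios size factor, from 0.933 in shRGC32 replicate 2 to 1.13 in shControl replicate 1. From there, log2(FPKM + 1) was compared between the groups with limma for the 14459 genes with a mean of at least 0.5 FPKM over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low FPKM. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1.
On log2(FPKM + 1), Pearson's correlation across these genes was 0.977 to 0.982 between shRGC32 libraries, 0.920 to 0.954 between shControl libraries and 0.875 to 0.937 between the groups, and genes are not independent replicates. The first principal component held 61.5% of the variance and placed shControl replicates 1 and 2 at -51.4 and -52.6, shControl replicate 3 at -10.4 and the shRGC32 libraries between 36.3 and 40.4. The shControl group was thus the more variable of both.

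**Figure D1:**
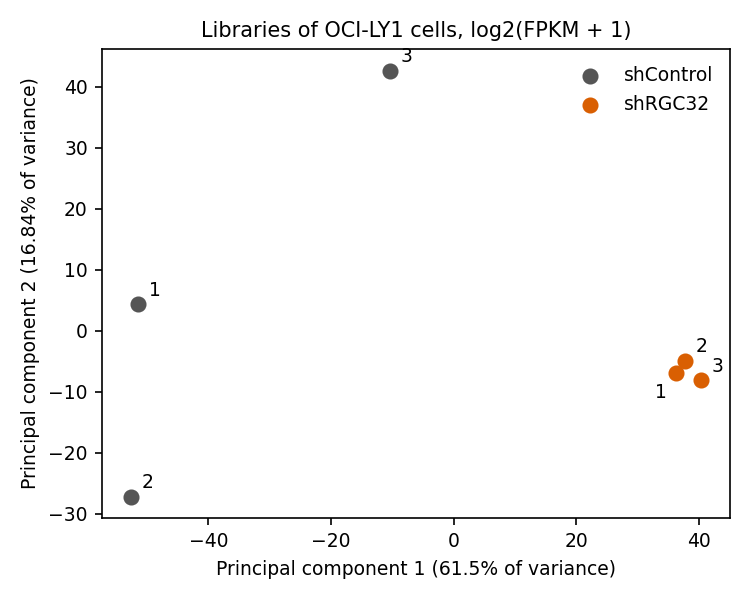
First (x axis) and second (y axis) principal component of log2(FPKM + 1) over 14459 genes, in the units of the components, with 1 point per library, grey for shControl and orange for shRGC32, and the replicate number beside each point. The 3 shRGC32 libraries lie together between 36.3 and 40.4 on the x axis, and shControl replicate 3 lies at -10.4, between them and the other shControl libraries.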

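RGC32 is encoded by RGCC (ENSG00000102760), which lies on chromosome 13 of GRCh38 from 41457559 to 41470882 on the plus strand and has 5 exons. RGCC had 0 reads in each of the 3 shControl libraries. In shRGC32 it had 2 reads in replicate 1, 1 read in replicate 2 and 0 reads in replicate 3, or 0.109, 0.0595 and 0 FPKM. Every one of these values is at or under the limit of 3 reads that a count of 0 allows, which corresponds to 0.147 to 0.179 FPKM depending on the library. This limit covers counting error only. No fold change is therefore given for RGCC, a difference in its mRNA was not detectable at this depth, and the gene gives no check of which libraries carried the knockdown. None of the 31-base words of the RGCC transcript (0%) occurred in transcripts of other genes.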

To examine the impact of RGC32 knockdown on the pathological effects of DLBCL, RNA-Seq analysis was conducted on OCI-LY1 cells stably transfected with either shRGC32 or shControl. 

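In limma's moderated test, 3386 of the 14459 tested genes had an adjusted p under 0.05 between shRGC32 and shControl, 1574 of them higher and 1812 lower in shRGC32. Without adjustment, 5739 genes had a p under 0.05. The values of the 3 shRGC32 libraries did not overlap with those of the 3 shControl libraries for 6732 genes, or 46.6%, where chance gives 10%, and 3385 of the 3386 genes were among them. The number of DEGs moved most when shRGC32 replicate 3 was left out, to 20 genes, 18 of which were among the 3386. It was 383 without shRGC32 replicate 1, 602 without shRGC32 replicate 2, 1601 without shControl replicate 1, 2545 without shControl replicate 2 and 6250 without shControl replicate 3. At an unadjusted p under 0.05 from limma, 4066 genes passed without shRGC32 replicate 3. The unadjusted count was 4278 without shRGC32 replicate 1, 4228 without shRGC32 replicate 2 and 7561 without shControl replicate 3. In each of these 6 fits, 100% of the 3386 genes kept the direction of their change. Leaving out 1 library cannot reverse it for the 3385 genes whose groups did not overlap, so this is no measure of stability. With an absolute log2 fold change of at least 1 required in addition, 1362 genes remained, 637 higher and 725 lower.
Among protein-coding DEGs whose groups did not overlap, the 5 with the highest log2 fold changes were PFKFB4, RGS1, CCR7, VPREB3 and HSPA8. RGS1 (ENSG00000090104; chromosome 1, 192575727 to 192580031) rose from 1.75 ± 0.975 FPKM (SD, n = 3) in shControl to 24.3 ± 2.38 FPKM (SD, n = 3) in shRGC32, a log2 fold change of 3.27 (standard error 0.27, adjusted p = 0.0051 from limma). PFKFB4 (ENSG00000114268) had the highest log2 fold change, 3.64 (standard error 0.68, adjusted p = 0.0138 from limma), with 0.224 to 0.390 FPKM in shControl but 29.5, 3.54 and 28.5 FPKM in shRGC32 replicates 1 to 3. HSPA8 shares 41.4% of its 31-base words with other genes, so its reads are uncertain. The 5 lowest were INHBE, GPR18, CTH, CHAC1 and ASPM, with log2 fold changes from -3.06 to -2.48. INHBE (ENSG00000139269; chromosome 12, 57452323 to 57459280) fell from 46.7 ± 25.6 FPKM (SD, n = 3) to 4.17 ± 0.412 FPKM (SD, n = 3), with an adjusted p of 0.00579 from limma. Of these 10 genes, RGS1 alone kept an adjusted p under 0.05 without shRGC32 replicate 3. Over the 6 fits that each left out 1 library, its highest adjusted p from limma was 0.0497. For the other genes the highest value ran from 0.0542 for GPR18 to 0.0794 for ASPM, so these calls were lost near the threshold.
Log2 fold changes rose with the GC content of the transcript, with a Spearman's rho of 0.478 across 14454 genes. Their median was -0.45 in the tenth of genes with the lowest GC content (median 36.5%) and 0.45 in the tenth with the highest (median 63.8%). Within libraries, the deviation from the gene's mean was related to GC content with a rho of -0.504 and -0.519 in shControl replicates 1 and 2, 0.171 in shControl replicate 3 and 0.345 to 0.474 in shRGC32. This parted shControl replicates 1 and 2 from the other 4 libraries, which hold 1 shControl library only, so no comparison with replicates in both groups could be made within either part. With each library corrected for GC content and gene length, a step chosen after seeing the data, 2993 genes had an adjusted p under 0.05 and 2213 of them were among the 3386.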

The differential expression analysis comparing shRGC32 to shControl revealed 2,564 significantly differentially expressed genes (DEGs), with 1,104 being up-regulated and 1,460 down-regulated.

To investigate the functional characteristics of DEGs, we performed functional enrichment analysis through GO categorization. 

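Without a GO or KEGG release at hand, 20 gene lists were tested in place of the terms, 18 written from general knowledge and the S phase and G2/M lists of the Seurat package. Each list was compared with all other tested genes by limma's camera with a preset correlation of 0.01 between its genes, two-sided and adjusted over the 20 lists. By this test 16 of the 20 lists differed between shRGC32 and shControl. Under fry, which takes the correlation between genes from the libraries, 14 of the 20 lists passed, and the cholesterol biosynthesis and interferon-stimulated gene lists did not. No list passed when camera estimated the correlation for each list, with adjusted p-values of 0.391 and above. With other splits of the 6 libraries into 3 and 3, camera passed 5 to 15 lists and fry none, or at most 1 before adjustment, so values of both tests are given for the lists.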

The ClusterProfile tool was utilized to analyze the regulated genes, revealing altered biological processes (BP) and molecular functions (MF) among the 2,564 DEGs. 

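Genes of cytosolic ribosomal proteins, which belong to the structural constituent of ribosome term of Figure 3A, were higher in shRGC32. The median log2 fold change of the 79 genes was 1.05, all 79 were higher, and 66 were DEGs (83.5%, against 10.9% of all tested genes). The list passed camera (adjusted p = 1.14e-21, limma) and fry (adjusted p = 0.0245, limma). Quantile normalization of the libraries lowered its median most, to 0.48.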

The ten most significantly enriched terms based on adjusted p-values are presented in **Figure 3A**. RGC32 showed a strong association with cell mitosis and DNA replication, particularly within the enriched BP terms of down-regulated DEGs (**Figure 3B**). Additionally, to elucidate the systemic biological implications of the experimental findings, pathway enrichment analysis through KEGG database was conducted. 

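The list of sister chromatid segregation genes, the leading GO term of Figure 3B, had a median log2 fold change of -1.30 over 86 genes. Of these, 83 were lower in shRGC32 and 67 were down-regulated DEGs (77.9%), against 12.5% of all tested genes (Fisher's exact test, one-sided, adjusted p = 1.22e-42). The list passed camera (adjusted p = 1.38e-21, limma) and fry (adjusted p = 0.0245, limma). Relative to the mean of the 6 libraries, its median was 0.81, 1.05 and 0.11 in shControl replicates 1 to 3 and -0.78, -0.54 and -0.59 in shRGC32 replicates 1 to 3, so each shRGC32 library lay under each shControl library. With each library left out in turn, the median log2 fold change stayed between -1.53 and -1.09. NDC80 (ENSG00000080986; chromosome 18, 2571511 to 2616635), a kinetochore gene, had the lowest p of the list and fell from 28.4 ± 6.34 to 6.13 ± 0.868 FPKM (SD, n = 3 each), a log2 fold change of -2.03 (standard error 0.20, adjusted p = 0.00518 from limma). The DNA replication list had a median log2 fold change of -0.65 over 34 genes, 27 of them lower and 15 down-regulated DEGs (44.1%). It passed camera (adjusted p = 2.62e-05, limma) and fry (adjusted p = 0.0408, limma). RFC1 (ENSG00000035928; chromosome 4, 39287456 to 39366375), a subunit of the clamp loader of the replication fork, fell from 25.2 ± 5.46 to 9.19 ± 0.232 FPKM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.18, adjusted p = 0.00717 from limma).

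**Figure D2:**
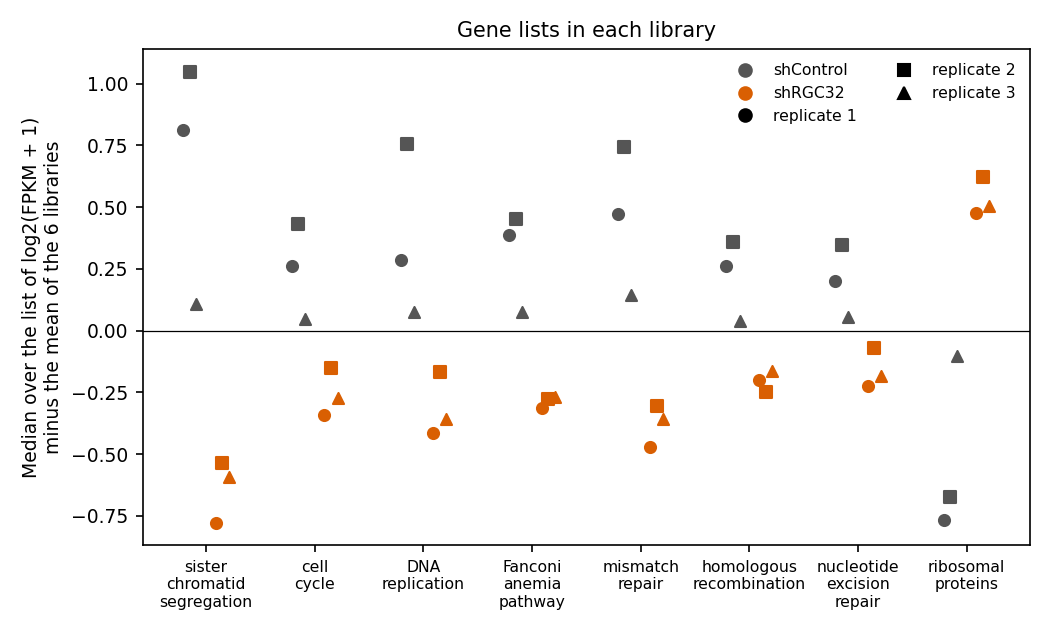
Median over the genes of each list (x axis) of log2(FPKM + 1) in a library minus the gene's mean over the 6 libraries (y axis, log2 units). Grey points are shControl and orange points shRGC32 libraries, with a circle, square and triangle for replicates 1, 2 and 3. For sister chromatid segregation the shControl libraries lie at 0.81, 1.05 and 0.11 and the shRGC32 libraries between -0.78 and -0.54, and for ribosomal proteins the order is the opposite.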

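For glycolysis, a list of 19 genes had a median log2 fold change of 1.22, with all 19 higher in shRGC32 and 14 up-regulated DEGs (73.7%). The list passed camera (adjusted p = 2.3e-09, limma) and fry (adjusted p = 0.0231, limma). PFKP (ENSG00000067057; chromosome 10, 3066333 to 3137712) had the lowest p of the list, with 27.9 ± 3.98 FPKM in shControl and 81.3 ± 6.46 FPKM in shRGC32 (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.17, adjusted p = 0.00518 from limma).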

The investigation revealed 29 statistically significant pathways (p < 0.05), with the top 20 functionally distinct pathways being systematically classified (**Figure 3C**). 

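The cell cycle list of 113 genes had a median log2 fold change of -0.48, and 86 of its genes were lower in shRGC32. It held 43 down-regulated DEGs (38.1%) and 3 up-regulated DEGs, MYC, MAD1L1 and ANAPC2, of which the last pair was named after their values were seen. MYC had the lowest p of the list. The list passed camera (adjusted p = 2.13e-07, limma) and fry (adjusted p = 0.0245, limma). E2F2 (ENSG00000007968; chromosome 1, 23506430 to 23531220), a transcription factor of the G1/S transition, fell from 39.9 ± 3.61 to 10.5 ± 2.63 FPKM (SD, n = 3 each), a log2 fold change of -1.85 (standard error 0.20, adjusted p = 0.00518 from limma). By contrast, the list of 26 p53 target genes had a median log2 fold change of 0.08, with 11 lower and 15 higher, and did not pass camera (adjusted p = 0.899, limma) or fry (adjusted p = 0.852, limma). This median was 0.17 without shControl replicate 3 and 0.02 without shControl replicate 1. Within it, FAS (ENSG00000026103) had a log2 fold change of -1.58 (standard error 0.21, adjusted p = 0.00668 from limma).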

Notably, molecular pathways governing cell growth and death as well as DNA replication and repair exhibited the most pronounced alterations following RGC32 knockdown. Both GO and KEGG analyses supported the observed phenotype of proliferation inhibition in cells with RGC32 knockdown.

**Figure 3:**
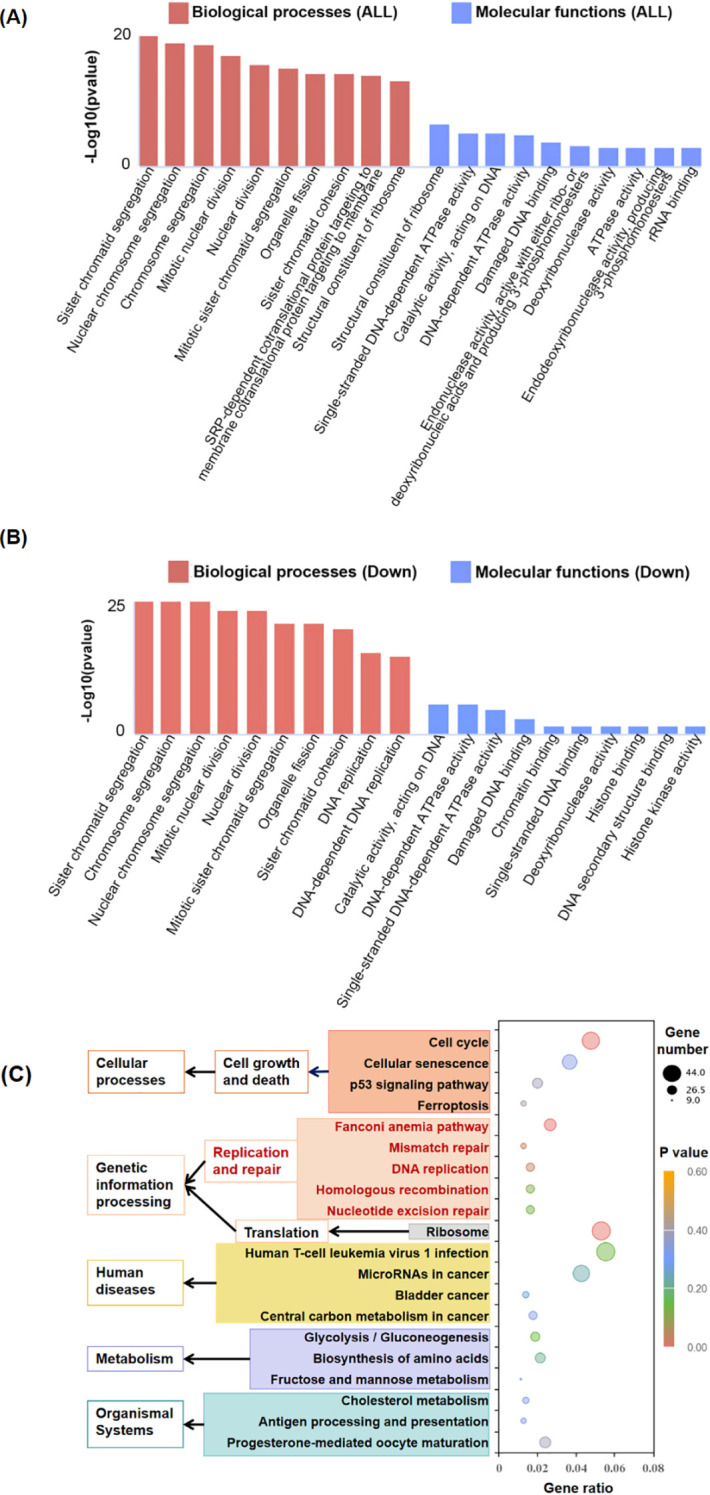
Comparison of gene expression in shRGC32 and shControl cell lines. **(A)** Top 10 enriched GO terms of BP and MF by all significantly regulated genes in shRGC32 compared to shControl cells, which sorted according to padj value. **(B)** Top 10 enriched GO terms of BP and MF by significantly down-regulated genes in shRGC32 compared to shControl cells, which sorted according to padj value. **(C)** The top 20 significantly enriched KEGG pathways clustered into different subcategories.

### 3.5 Suppression of RGC32 expression arrested cell cycle progression at the G0/G1 phase in DLBCL cell lines

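The genes that mark the phases of the cell cycle in single-cell studies were lower in shRGC32 for both phases in the list. The 42 S phase genes had a median log2 fold change of -1.17, with 41 lower and 29 down-regulated DEGs (69.1%). The 52 G2/M genes had a median of -1.40, with 49 lower and 41 down-regulated DEGs (78.9%). Camera gave adjusted p-values of 4.77e-13 and 2.72e-16 and fry 0.0245 for each (limma). Relative to the mean of the 6 libraries, the G2/M median was 0.90, 1.12 and 0.08 in shControl replicates 1 to 3 and -0.87, -0.56 and -0.63 in shRGC32 replicates 1 to 3. With each library left out in turn, the median log2 fold change ranged from -1.34 to -0.94 for the S phase genes and from -1.69 to -1.20 for the G2/M genes. HMGB2 (ENSG00000164104; chromosome 4, 173331695 to 173335125), a chromatin protein gene of the G2/M list, fell from 213 ± 25.6 to 78.0 ± 10.8 FPKM (SD, n = 3 each).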

As mentioned above, RNA-seq confirmed that RGC32 facilitated cell mitosis and the progression of the cell cycle, aligning with earlier studies (3). But the regulation mechanism of RGC32 on the cell cycle is controversial. Depletion of RGC32 has been shown to mediate G0/G1 phase cell cycle arrest across multiple cellular models, such as in aortic smooth muscle cells (4) and human pulmonary carcinoma (18). Otherwise, RGC32 could also disrupt the G2/M checkpoint such as in glioma cells (19) and renal tubular epithelial cell (20). In DLBCL cell lines, we found both OCI-LY1 and OCI-LY10 cells with RGC32 hypo-expression were halted in the G0/G1 phase, accompanied by a reduction in the S phase of the cell cycle (**Figure 4A**). In addition, western-blot explored the expression of proteins associated S-phase entry from G1 phase. Regulatory component of the cyclin D1-cyclin dependent kinase 4 (CDK4) complex (21) required for G1/S transition and c-myc (22), a nuclear phosphoprotein which could promote cell cycle progression, were all reduced by RGC32 knockdown (**Figure 4B**). Respectively, P27 (23) was up regulated after RGC32 knockdown (**Figure 4B**), which was a CDK4 inhibitor involved in G1 phase arrest.

**Figure 4:**
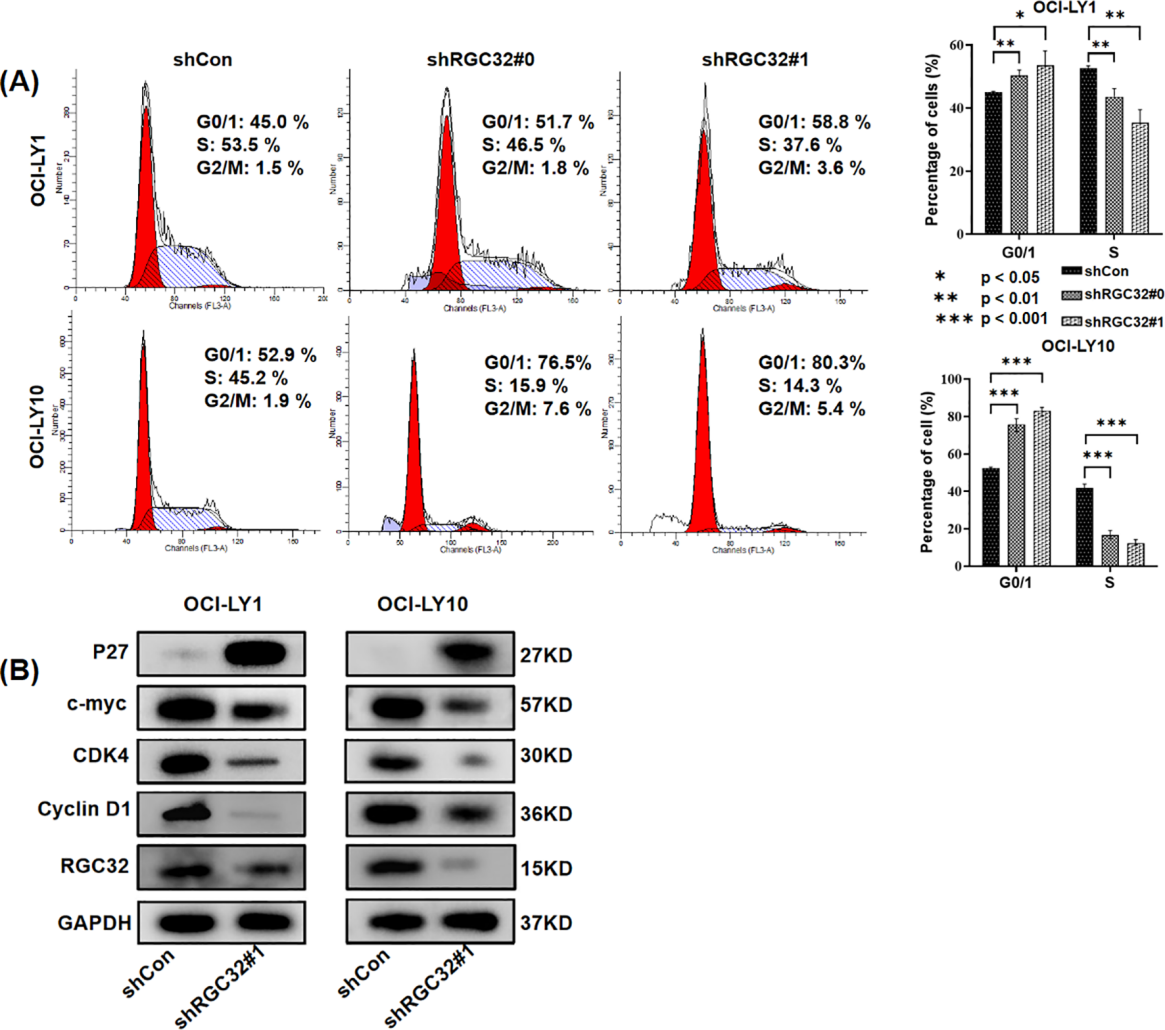
RGC32 knockdown resulted in cell cycle arrest in DLBCL cells. **(A)** RGC32 knockdown induced cell cycle arrest at G0/1 phase in OCI-LY1 and OCI-LY10 cells. **(B)** RGC32 knockdown regulated the expression of proteins associated S-phase entry from G1 phase.

### 3.6 RGC32 promotes DNA damage repair by ATM/ATR/CHK1 in DLBCL

In addition to its extensively reported role in cell cycle modulation, the RNA-seq profiling revealed that suppression of RGC32 expression significantly attenuated several DNA damage response mechanisms, encompassing Fanconi anemia pathway, mismatch repair (MMR), DNA replication, homologous recombination (HRR) and nucleotide excision repair (NER) (**Figure 3C**). These coordinated alterations suggest RGC32’s potential involvement in orchestrating common regulatory nodes within the DNA damage response network, thereby enabling simultaneous modulation of multiple repair cascades. This regulatory capacity may involve interaction with ataxia telangiectasia mutated (ATM) and ataxia telangiectasia and Rad3 related (ATR) - two key serine/threonine protein kinases serving as primary sensors in genomic surveillance systems. 

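Each of the 5 lists was lower in shRGC32 and passed camera and fry. The median log2 fold change was -0.62 for the 45 genes of the Fanconi anemia pathway, -0.82 for the 22 genes of mismatch repair, -0.30 for the 37 genes of homologous recombination and -0.30 for the 42 genes of nucleotide excision repair. Lower values were found for 35, 18, 29 and 28 of these genes. Camera gave adjusted p-values of 1.81e-06, 0.000107, 0.000148 and 0.0025, and fry 0.0231, 0.0245, 0.0245 and 0.0339, in the same order (limma). Down-regulated DEGs made up 46.7%, 45.5%, 46.0% and 33.3% of the lists. The median for homologous recombination was -0.49 without shControl replicate 3, and no other library moved the median of one of these lists by more than 1.5 times. Without a filter on low FPKM the median for the Fanconi anemia pathway was -0.34 over 53 genes, and with a mean of at least 2 FPKM that for homologous recombination was -0.52 over 31 genes. After the correction for GC content and gene length the median for nucleotide excision repair was -0.17. The lists share members. RPA3 (ENSG00000106399; chromosome 7, 7636518 to 7718607), a subunit of the single-stranded DNA binding complex, has the lowest or one of the 3 lowest p-values in all 5 lists and fell from 25.9 ± 7.11 to 6.88 ± 0.786 FPKM (SD, n = 3 each), a log2 fold change of -1.74 (standard error 0.23, adjusted p = 0.00668 from limma). RMI2 (ENSG00000175643; chromosome 16, 11249619 to 11381662) of the Fanconi anemia pathway had a log2 fold change of -2.34 (standard error 0.28), BARD1 (ENSG00000138376) of homologous recombination one of -1.85 (standard error 0.30) and DDB2 (ENSG00000134574) of nucleotide excision repair one of -1.09 (standard error 0.15). From the joint decrease of these pathways, the paper proposes that RGC32 acts on control points that several repair mechanisms share. The S phase and G2/M genes fell further, with median log2 fold changes of -1.17 and -1.40. Whether the repair lists fell apart from these genes was not tested, so the decrease cannot be assigned to repair alone.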

Phosphorylation of ATM and ATR followed by Checkpoint Kinase 1 (CHK1), a cell-cycle checkpoint kinase, engaged in the suppression of DNA replication and mitosis, while additionally facilitating DNA repair and recombination (24). 

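Among the checkpoint kinase genes, the difference between shRGC32 and shControl was larger than the spread between replicates for CHEK1, which encodes CHK1, but not for ATM or ATR. CHEK1 (ENSG00000149554; chromosome 11, 125625136 to 125676255) had 26.8 ± 10.5 FPKM in shControl and 7.02 ± 0.922 FPKM in shRGC32 (SD, n = 3 each), a log2 fold change of -1.72 (standard error 0.29, adjusted p = 0.0114 from limma). Its adjusted p from limma was 0.0556 without shRGC32 replicate 1 and 0.0705 without shRGC32 replicate 3, and lay between 0.000777 and 0.0705 over the alternatives. ATR (ENSG00000175054; chromosome 3, 142449235 to 142578826) had 7.17 ± 2.56 and 5.23 ± 0.517 FPKM (SD, n = 3 each), a log2 fold change of -0.34 (standard error 0.25, adjusted p = 0.344 from limma). Without shControl replicate 3, which had 4.30 FPKM, this was -0.63 with an adjusted p of 0.0111 from limma, the lowest of a range up to 0.672 over the alternatives set before the data were examined, and without shControl replicate 2 it was -0.16. Exons of genes on the other strand cover 16.4% of its exon bases. ATM (ENSG00000149311; chromosome 11, 108222484 to 108369102) had 16.5 ± 4.07 and 14.4 ± 2.22 FPKM (SD, n = 3 each), a log2 fold change of -0.17 (standard error 0.22, adjusted p = 0.597 from limma). This was -0.36 without shControl replicate 3, -0.28 without shRGC32 replicate 1, -0.07 without shRGC32 replicate 2 and -0.02 without shControl replicate 1. After the correction for GC content and gene length, log2 fold changes of 0.03 for ATR and 0.25 for ATM were obtained, neither past the threshold, and -1.40 for CHEK1.

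**Figure D3:**
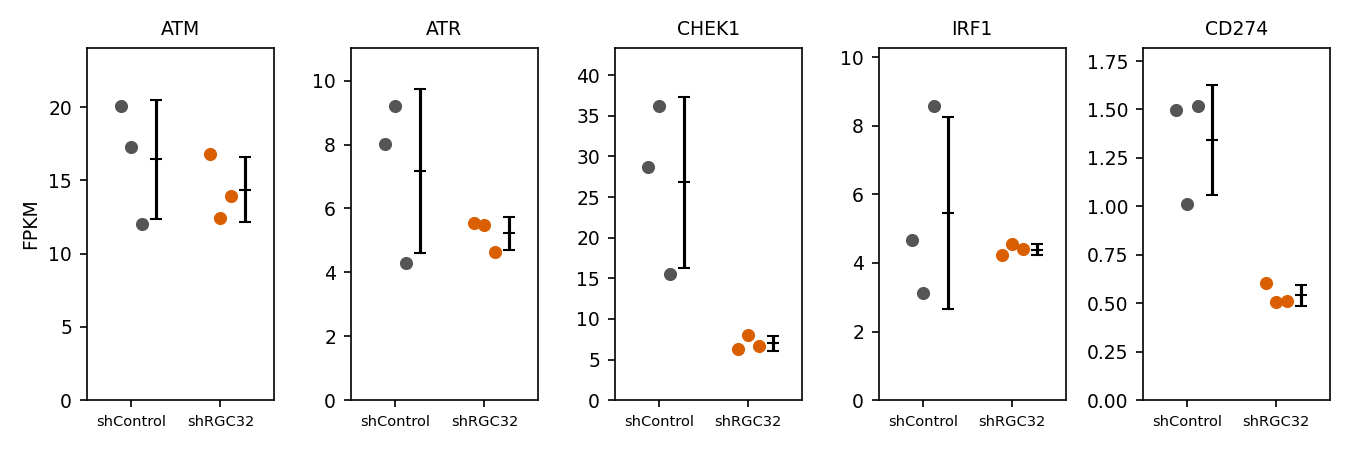
FPKM (y axis) of ATM, ATR, CHEK1, IRF1 and CD274 in the 3 shControl (grey) and 3 shRGC32 (orange) libraries, 1 panel per gene with its own scale starting at 0. Points are libraries in the order of replicates 1 to 3, and the black mark with bars beside them is the mean ± SD. For CHEK1 the shRGC32 libraries lie between 6.29 and 8.05 FPKM, under each shControl library, whereas the groups overlap for ATM, ATR and IRF1.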

The RNA-seq results also showed the expression levels of the ATM, ATR and CHK1 genes were all reduced following RGC32 knockdown (Additional file 3). Therefore, to investigate whether the ATM/ATR/CHK1 pathway was participating in DDR regulation caused by RGC32, phosphorylation of ATM, ATR and CHK1 were examined by western-blot and all of them were obviously suppressed by RGC32 knockdown (**Figure 5A**). Furthermore, inhibition of DDR can cause the cumulation of DNA damages (24). P-H2AX is a sensitive index for DNA damage, especially for double-strand breaks (DSBs) which is the most critical type of genotoxic stress for antigen-presenting (25). In this study, p-H2AX was significantly up-regulated following RGC32 knockdown (**Figure 5A**), which partly reflected the increase in DNA damage accumulation. In summary, RGC32 could regulate the ATM/ATR/CHK1 pathway and decrease the DNA damage load.

**Figure 5:**
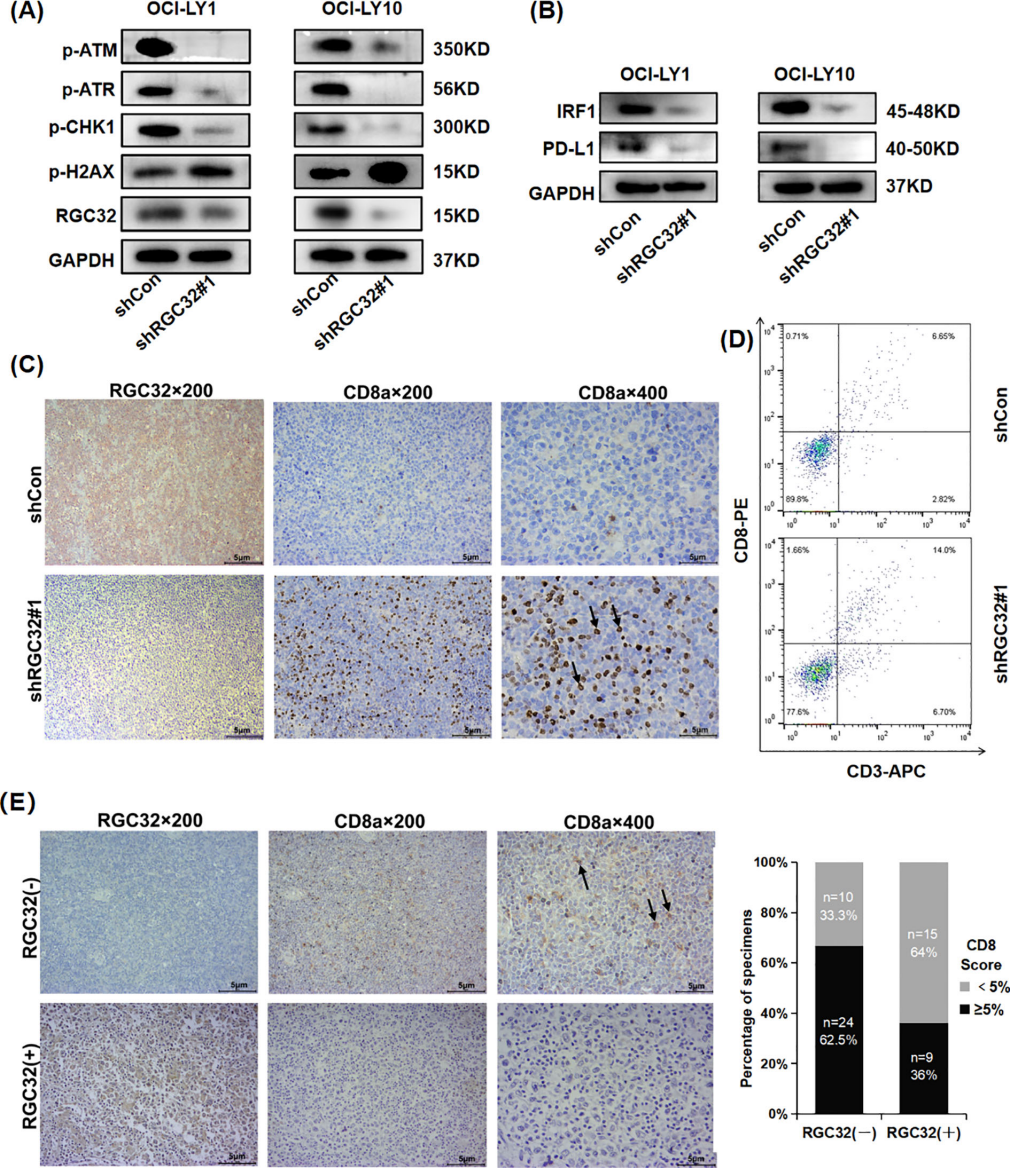
RGC32 knockdown promoted DNA damage and CD8+ T cells. infiltration in DLBCL TME. **(A, B)** Western blot was conducted to assess the protein levels of phosphorylated (p) ATM/ATR/CHK1, p-H2AX, IRF1 and PD-L1 in cells transfected with shControl and shRGC32. **(C, D)** *In vivo*, IHC and flow cytometry showed knockdown of RGC32 increased CD8 expression. **(E)** IHC images represented the association between expressions of CD8 and RGC32 in DLBCL tissues. Bar = 5μm.

### 3.7 RGC32 inhibited CD8+ T cell infiltration in DLBCL TME

Previous research has described DNA damage and genomic instability by DDR defects or DDR inhibitors in tumor cells can lead enhancing the level of the TMB, which is an important source of neoantigens for tumors (9). Neoantigens are presented by major histocompatibility complex (MHC)-I on tumor cells and subsequently enhance the antigen presentation process to increase CD8+T cells in TME (10). PD-L1 is another key molecule in the tumor immunity, which binds to PD-1 on the surface of CD8+ T cells, inhibiting the proliferation, activation and cytokine secretion of CD8+ T cells (25). In DDR, PD-L1 activation requires ATM/ATR/CHK1 activity via Interferon regulatory factor 1 (IRF1) pathway (9, 26). The RNA-seq results also showed the expression levels of the IRF1 and PD-L1 genes were reduced after RGC32 knockdown (Additional file 3). Furthermore, Western-blot confirmed that the knockdown of RGC32 resulted in decreased protein levels of IRF1 and PD-L1 (**Figure 5B**), which was consistent with ATM/ATR/CHK1 inhibition. Moreover, KEGG enrichment results showed that RGC32 was related to antigen processing and presentation (**Figure 3C**), so we speculated that RGC32 could affect the level of CD8+T cells in TME of DLBCL.

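CD274 (ENSG00000120217; chromosome 9, 5450503 to 5470566), the gene that encodes PD-L1, was low in all libraries, with 70 to 122 reads in shControl and 34 to 44 in shRGC32. It had 1.34 ± 0.285 FPKM in shControl and 0.542 ± 0.0545 FPKM in shRGC32 (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.16, adjusted p = 0.0392 from limma). With a pseudocount of 0.1 in place of 1 this was -1.15, since the gene is near the pseudocount. Its adjusted p from limma was 0.098 without shControl replicate 1 and 0.112, 0.123 and 0.121 without shRGC32 replicates 1, 2 and 3. Over the alternatives set before the data were examined its adjusted p lay between 0.0191 and 0.123, and after the correction for GC content and gene length its log2 fold change was -0.24 with an adjusted p of 0.409 from limma. IRF1 (ENSG00000125347; chromosome 5, 132481609 to 132490798) had 5.46 ± 2.80 FPKM in shControl and 4.39 ± 0.162 FPKM in shRGC32 (SD, n = 3 each), a log2 fold change of -0.17 (standard error 0.29, adjusted p = 0.684 from limma). The shControl libraries had 4.68, 3.14 and 8.56 FPKM, and without shControl replicate 3 the log2 fold change was 0.15 in the opposite direction, whereas it was -0.45 without shControl replicate 2. IRF1 shares 35.3% of its 31-base words with other genes, and exons on the other strand cover 22.0% of its exon bases, so its reads are uncertain.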

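The list of 46 genes of antigen processing and presentation had a median log2 fold change of 0.14, with 27 genes higher and 19 lower in shRGC32, and did not pass camera (adjusted p = 0.278, limma) or fry (adjusted p = 0.499, limma). Its median was -0.12 without shControl replicate 2, 0.28 without shControl replicate 3 and -0.06 after quantile normalization. It held 7 up-regulated and 4 down-regulated DEGs. Of the up-regulated ones, the chaperone gene HSPA5 (ENSG00000044574; chromosome 9, 125234853 to 125241330) had a log2 fold change of 1.83 (standard error 0.21, adjusted p = 0.00564 from limma), and 18.8% of its 31-base words occur in other genes. The down-regulated ones were HLA-DOB, RFXAP, NFYB and CREB1, the last 3 of which were named after their values were seen. The 17 genes of MHC class I presentation had a median of -0.03 and the 15 genes of MHC class II presentation a median of 0.02, and neither list passed (adjusted p = 0.99 for each from camera, limma). Leaving out shControl replicate 2 or shControl replicate 3 moved the class I median to -0.32 or 0.23 and the class II median to -0.14 or 0.20.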

CD8+ T cells are the primary mediator in the anticancer immunity of TME, which can be enhanced by the accumulation of DNA damages (27). We asked if DDR defects by RGC32 knockdown were also associated with a CD8+ T cell immune response. The presence of intratumoral CD8+ T lymphocytes were assessed by IHC and flow cytometry in previously described xenograft samples of shRGC32 or shControl OCI-LY1 cells. A high expression of intratumoral CD8+ T lymphocytes with shRGC32 xenograft tumors was identified (**Figures 5C, D**). To determine whether CD8+ T cell expression was also related with RGC32 in DLBCL tumors, we performed IHC analysis of the cohort of 58 DLBCL patients’ tissues scored for high or low RGC32 expression groups in front part of this article. A previously published cut-off of 5% were used to define CD8 positive (28). A statistically significant negative association between the CD8 expression and the positive score of RGC32 was observed (p = 0.023, **Figure 5E**). Therefore, we concluded that RGC32 influence DNA damage repair and modified the infiltration of CD8+ T cells in DLBCL TME (**Figure 6**).

**Figure 6:**
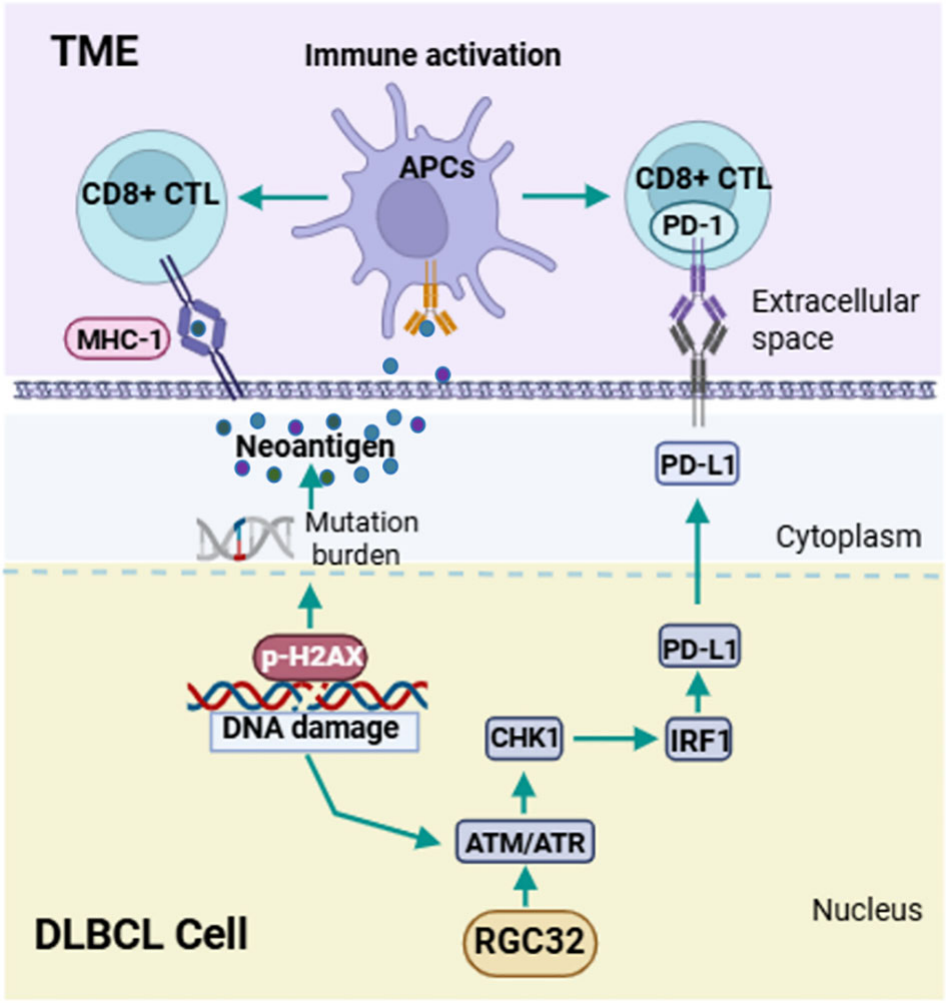
Schematic diagram of pathways regulated by RGC32 in DLBCL. RGC32 promotes DNA damage repair in DLBCL cells by activating the ATM/ATR/CHK1 pathway. The reduction of DNA damage leads to a decrease in tumor neoantigen load, and the ATM/ATR/CHK1 pathway can activate IRF1 to promote PD-L1 expression. Both of these aspects could inhibit the infiltration of CD8+ T lymphocytes in the tumor microenvironment, thereby promoting the occurrence and development of DLBCL.

## 4 Discussion

In the current study, we have, for the first time, clarified the increased expression and oncogenic function of RGC32 in DLBCL. RGC32 was found to be up-regulated in DLBCL and showed a correlation with patient prognosis. Inhibiting of RGC32 demonstrated potential therapeutic benefits in DLBCL by reducing cell proliferation, hindering cell cycle progression, impairing DNA damage repair, and increasing CD8+ T lymphocyte infiltration. These promising results hold significant implications for developing new treatment strategies aimed at enhancing long-term survival for patients with DLBCL.

Abnormal expressions of RGC32 have been found in some solid tumors, such as high expression in colorectal (6, 29), pancreatic (5, 30), breast (31), Renal Cell Carcinoma (32), ovarian (33), but low expression in astrocytoma (19, 34) and adrenocortical carcinoma (35). In our study, consistent with most studies in tumors, RGC32 expression was also found to be increased in DLBCL, and elevated levels of RGC32 were linked to a poor prognosis. But, there was a notable discrepancy between the mRNA and protein expression levels in DLBCL cell lines. This difference is likely to be related to the length of the Poly(A) tail. Poly(A) tails exert a significant role in the regulation of eukaryotic gene expression, and the majority of their functions are dependent on their binding to Poly(A)-binding proteins (PABPC) (16). A suitable Poly(A) length is necessary for efficient transcription. First of all, this tail should long enough to accommodate a single PABPC, who’s full-length is about 30 nucleotides. If the Poly(A) length is less than 30 nucleotides, the mRNA will undergo active degradation (16). On the other hand, instead of long tails, short Poly(A) tails are associated with longer half-lives and highly expressed mRNAs (16). Experimental evidence from Xenopus laevis oocyte injection studies demonstrates this length-dependent functionality: poly(A) tails exceeding 32 nt achieve comparable translational efficiency to native globin mRNA containing 149-nt poly(A) tails (36). The length of ploy Poly(A) tails is not continuous, but lengthens in increments of 30 nt, which is consistent with the full-length of PABPC binding to the poly(A) tail (37). In our study, RGC32 mRNA PAL in PBMCs was too short to maintain the stability and transcriptional activity, however, RGC32 mRNA PAL in DLBCL cells had a reasonable length of tails, about 1–3 PABPCs, for the effective transcription. Until recently, the research on how the PAL of a single mRNA regulated remained limited, partly because analysis of Poly(A) tail length of specific mRNA was difficult to perform. For RGC32, one study discovered that the mutation of a solitary Pumilio binding element (PBE), adjacent to the polyadenylation signal, gave rise to an increase in the length of PAL (15).

The expression profile of RGC32 exhibits considerable heterogeneity across various tumor types, a phenomenon that may be attributed to distinct tumor-specific mechanisms underlying its regulation of cellular proliferation. In most tumors with RGC32 high expression, it performed as a cell cycle regulatory factor and promoted cell proliferation (5, 6, 30–33). RGC32 functions as a substrate and regulator of p34CDC2 activity and can cause cell cycle arrest of tumor cells at G0/G1 phase (4). But over-expression of RGC32 suppressed glioma cell growth, probably by forming a protein complex with polo-like kinase 1 (PLK1) and inducting cell cycle arrest at G2/M (19). Present study found that RGC32 inhibition suppressed cell proliferation, and promoting arrest of cell cycle at G0/G1 phase in DLBCL cells. Moreover, KEGG analysis revealed that cell cycle regulation might be the most important mechanism underlying the proliferation inhibition of RGC32 knockdown. 

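Of the 20 lists, ranked by their adjusted p from camera (limma) or from Fisher's exact test (one-sided), ribosomal proteins, sister chromatid segregation, G2/M genes, S phase genes and ATF4 target genes came before the cell cycle list, whose genes also include regulators of the G1 phase. The sister chromatid segregation, G2/M and S phase lists hold genes of the cell cycle too, so their rank does not argue against the weight the paper gives to it. Glycolysis and hypoxia response came before the cell cycle list with camera and after it with Fisher's exact test. Without shControl replicate 3, the cell cycle list came before ATF4 target genes, glycolysis and hypoxia response with camera. With fry, the adjusted p of the cell cycle list was 0.0245, the same as for ribosomal proteins, sister chromatid segregation, G2/M and S phase genes. Mismatch repair, homologous recombination and hypoxia response had this value too. The adjustment made these values equal. Unadjusted p-values from fry ran from 0.00509 for ribosomal proteins to 0.0135 for mismatch repair, with 0.0113 for the cell cycle list. The Fanconi anemia pathway, glycolysis and ATF4 target genes came before it with fry, with an adjusted p of 0.0231 each.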

The above results were consistent with previous findings (5, 6).

In addition to its definite role in regulating the cell cycle in tumors, our study first reported that RGC32 was closely associated with the DNA damage repair. Dysfunctions of the DNA damage repair result in the genomic instability and is recognized as a character of many solid tumors and leukemia (38). If the damage is excessive, cells no longer expend energy to repair the damage and may progress to apoptosis or senescence (8). At the same time, DNA damages have been shown to be a promising predictor of sensitive to DNA damage drugs and immune checkpoint inhibitors (ICIs) in solid tumors (39, 40). DNA damage checkpoints are DNA damage signals, which can be activated by DNA damage to regulate the cell cycle and promote DNA repair (8). ATM/ATR/CHK1 pathway is the most important DNA damage checkpoint signal (8). This pathway is activated or up-regulated in many cancers, inhibition of any molecule of this pathway can increase sensitivity to DNA damage drugs and promote tumor cell apoptosis (41). Our study found that RGC32 had significant positive effects on this ATM/ATR/CHK1 pathway, so we speculated that the inhibition of DLBCL cells proliferation caused by inhibition of RGC32 partly depended on the inhibition of this pathway.

As comprehension of the mechanisms involved in cancer therapy grows, numerous studies indicate that DNA damage response influences both the TME and the effectiveness of ICIs (9, 42). CD8+ T cells are the primary mediators of adaptive anticancer immunity (43) and loss of DDR functions can affect CD8+ T cells recruitment in several ways (9). DDR dysfunctions result in intracellular DNA fragment accumulation and enlargement of somatic mutations, which also increase neoantigen accumulation (44). Neoantigens could increase the antigen presentation process of dendritic cells (DCs), which is necessary for priming effective CD8+ T cells recruitment and more TILs are recruited at the same time (9). Next neoantigens must be directly presented by MHC-I for recognition and killing by primed CD8+ T cells (9). What’s more, DNA damage can enhance the expression of PD-L1, facilitating tumor evasion and hindering the recruitment of CD8 T cells, partly by activating ATM/ATR/CHK1 pathway through IRF1 signaling (11). Until recently, many studies have identified that inhibitors of components in the ATM/ATR/CHK1 pathway in cancers can down-regulate PD-L1 expression and promote the immune microenvironment (26, 45, 46). In our study, RGC32 down-regulation resulted in DDR dysfunctions and increased DNA damage accumulations. At the same time, PD-L1 expression was also inhibited along with down-regulation of the ATM/ATR/CHK1 pathway and IRF1. Therefore, subsequent investigations demonstrated that RGC32 downregulation enhances CD8+ T cell recruitment, as evidenced by our experimental findings. RGC32 regulating immunity has also been reported in other tissues, but mechanisms are different. Colon cancer cells promoted RGC32 expression in macrophages, which subsequently enhanced macrophage migration and promoted tumor progression through paracrine mechanisms (29). CD4+ and CD8+ T cells purified from the spleen of RGC32 knockout mouse exhibit greater proliferation than those from wild-type mice (47). Therefore, RGC32 exerts a synergistic effect in inhibiting tumor immunity, not only by suppressing the antigen-presenting capacity of CD8+ T lymphocytes in tumor cells, but also by hampering the proliferation of immune cells within the tumor microenvironment. However, whether the two mechanisms act simultaneously has not been studied and this is the work that we will do in the future.

## 5 Conclusion

Our research demonstrated the elevated expression and oncogenic function of RGC32 in DLBCL. RGC32 was highly expressed in DLBCL and associated with adverse patient prognosis. RGC32 promotes tumor progression in DLBCL by enhancing DDR signaling pathways and inhibiting the recruitment of CD8+T lymphocytes within the tumor microenvironment. Taking together, our findings raise the likelihood that RGC32 emerges as a promising regulator of progression and a potential therapeutic target in DLBCL.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, with accession number GSE301951.

# Supplementary material for: Response gene to complement 32 promotes tumorigenesis by mediating DNA damage repair and inhibits CD8+ T cells infiltration in diffuse large B-cell lymphoma
**Source:** Front Immunol. 2025 Jul 16;16:1591615. doi: 10.3389/fimmu.2025.1591615
**Supplement:** Supplementary file 2

## **Additional file 2**

### **Supplemental Methods**

#### **Clinical specimens**

This study analyzed 112 biological specimens, including 80 paraffin-embedded tissue samples from diffuse large B-cell lymphoma (DLBCL) patients and 32 control samples with reactive lymphoid hyperplasia (RHL). The 80 tumor specimens were derived from a cohort of newly diagnosed DLBCL patients, selected based on clinical staging and treatment-naïve status to minimize confounding variables. The 32 control specimens included non-tumor lymphoid tissues (e.g., reactive lymph nodes) matched for age, sex, and anatomical site to account for microenvironmental and technical variability. The sample sizes were determined using power analysis ( $\alpha=0.05$ ,  $\beta=0.2$ ) based on preliminary data showing significant differences in RGC32 expression between tumor and controls (effect size=1.2). The DLBCL cohort consisted of 45 female and 35 male patients (median age: 58 years; range: 25-85 years) whose diagnoses were pathologically confirmed according to WHO classification criteria for lymphoid malignancies<sup>1</sup>. Specimens were collected over a decade (2011-2022) from the hospital archives.

For comparative analysis, peripheral blood mononuclear cells (PBMCs) were isolated from healthy donors using standardized Ficoll-Hypaque density gradient centrifugation. Healthy donor PBMCs (n=8) served as a baseline for immune cell profiling, as they lack tumor-induced alterations. Therefore, Healthy donor PBMCs was used for comparison with lymphoma cell lines. The experimental protocol received ethical approval from the Institutional Review Board of Shandong Provincial Hospital Affiliated to Shandong University (SPHASU), with all procedures complying with Declaration of Helsinki principles.

#### **Immunohistochemistry (IHC) and hematoxylin-eosin (H&E) staining**

This study employed standardized immunohistochemical protocols for paraffin-embedded human and murine tissues. Following deparaffinization and rehydration of 4- $\mu$ m sections, antigen retrieval was performed using pressurized 1x EDTA buffer with subsequent 2-hour cooling. Endogenous peroxidase activity was quenched with 3% H<sub>2</sub>O<sub>2</sub> (15 min), followed by non-specific blocking with 5% BSA (30 min). Primary antibody incubation included anti-RGC32 (orb2372, Biorbyt, 1:200) and species-specific CD8a antibodies (human: A0663, ABclonal 1:200; murine: GB114196, Servicebio 1:500) at 4°C overnight, supplemented with anti-Ki67 (GB121141, Servicebio 1:300) for murine specimens. Post-rinsing, sequential incubations with biotinylated secondary antibody (37°C, 30 min) and streptavidin-HRP complex (SABC, 30 min) preceded DAB chromogenic development (1-3 min) and hematoxylin counterstaining. Digital imaging using an Olympus BX63 microscope captured five representative fields at  $\times 200/400$  magnifications. Blinded dual-observer analysis employed distinct evaluation metrics: RGC32 expression was quantified by multiplying proportion scores (0-4 scale: 0% = 0; 1-25% = 1; 26-50% = 2; 51-75% = 3; 76-100% = 4) with intensity grades (0-3: negative = 0, weak = 1, moderate = 2, strong = 3), while CD8a<sup>+</sup> infiltration adopted the  $\geq 5\%$  positivity threshold established by Rajnai et al<sup>1</sup>. Murine tumor validation included parallel H&E staining and 4% PFA-fixed paraffin processing, ensuring methodological consistency across experimental models.

#### **Western blotting**

Western blot analysis was performed using optimized protocols. DLBCL cells were harvested, washed three times with PBS, and lysed in ice-cold RIPA buffer (Shenergy Biocolor, China) supplemented with 1 $\times$  phosphatase inhibitor cocktail (PhosSTOP; Roche, Germany). Protein quantification was performed using BCA assay before

loading 30 µg aliquots of total protein onto 10% Tris-Glycine gels (TGXTM FastcastTM, Bio-Rad, USA) for electrophoretic separation. Following transfer to PVDF membranes (0.45 µm, Millipore, USA) using semi-dry transfer system, membranes underwent sequential blocking steps: initial 2h blocking with 5% BSA at room temperature followed by overnight primary antibody incubation at 4°C. Antibody specifications included: RGC32 (1:1000, NBP2-93098, NOVUS, USA) and GAPDH (1:2000, Zhongshan Goldenbridge, TA-08, Beijing, China). Cell Signaling Technology antibodies: c-myc (18583), Cyclin D1 (2922), CDK4 (12790), p27 (3688), p-ATM (5883), p-ATR (2853), p-CHK1 (2348), IRF1 (8478), PD-L1 (13684), p-H2AX (9718) (all 1:1000). Membranes were subsequently probed with HRP-conjugated secondary antibodies (1:5000, Zhongshan Goldenbridge, ZB-2306, China) for 1h at room temperature after TBST washing. Chemiluminescent detection was achieved using ECL reagent (Millipore, USA) with image acquisition on FluorChem E system (Protein Simple, USA). GAPDH served as loading control for triplicate experiments.

### Poly(A) Tail (PAT) length assay

This assay was carried out by Poly(A) Tail-Length Assay Kit (76455, Affymetrix, USA). Total 0.5 µg RNA samples were incubated with tail enzyme mix at 37°C for 60 minutes to add poly(G/I) tails. Next to reverse transcribe the poly(G/I) tailed RNA, the production mixed with RT Enzyme Incubate at 44°C for 60 minutes, 92°C for 10 minutes and at 4°C hold. Diluted RT sample mixed with RGC32 and Actin Gene-Specific PCR Forward Primers, Universal PCR Reverse Primers and HotStart-IT® Taq DNA Polymerase for PCR amplification using two-step PCR (94°C for 2 minutes, 30-35 cycles of: 94°C for 10 seconds 60°C for 30-60 seconds, 72°C for 5 minutes, 4°C hold). RGC32 Gene-Specific PCR Forward and Reverse Primers were used as control. The size of PCR products was assessed by 2% agarose TAE gel and visualized by a chemiluminescence imaging system (azure biosystems C300). RGC32-specific primers used were as follows: forward, 5'-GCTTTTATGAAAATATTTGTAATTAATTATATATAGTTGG; reverse, 5'-TCAGTTCAAATTTTATTTGTATAC. The method of Poly(A) tail-length determination was shown in Fig.1

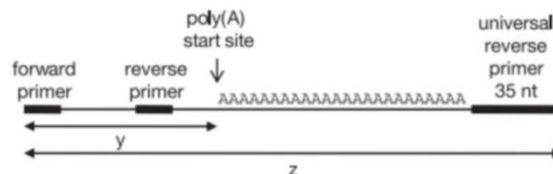

Fig.1 Poly(A) tail-length determination. A-tail length is  $(z - y - 35)$  where  $z$  can vary based on gel results ( $y = 100$ ).

### Cell transfection

Lentivirus vectors either encoding sh-RGC32 or control were from Genechem (Shanghai, China). 

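The sequences are the sense strands of 3 sites in the RGCC transcript, and the text on RNA-seq names none of them as the shRGC32 construct of the sequenced cells. On GRCh38, sequence 1#, CGGAGAGTGCAGATTCACTTT, matches bases 379 to 399 of the transcript with 0 mismatches. It spans the junction of exons 2 and 3 within the coding sequence, from 41458465 to 41466837 on chromosome 13. The transcript around it reads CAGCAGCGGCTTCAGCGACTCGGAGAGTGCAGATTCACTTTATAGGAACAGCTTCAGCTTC. Sequence 2#, GAACAGACGATCCATGCTAAT, matches bases 785 to 805 with 0 mismatches, in the 3′ UTR in exon 5, from 41470707 to 41470727. Sequence 0# is listed with 22 bases, GTCACCTCCTCAGAAAGCTAAA, and in this form its best site has 5 mismatches (G1T, T2G, C3T, A4C and C5A, with the listed base first, the position counted from 1 at its 5′ end, and the site's base last). With 1 C left out, at position 5 or 6, the remaining 21 bases GTCACTCCTCAGAAAGCTAAA match bases 477 to 497 exactly, across the junction of exons 3 and 4 in the coding sequence, from 41466915 to 41468780. Sequences 1# and 2# have an exact match in the transcripts of 1 gene only, RGCC.

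**Figure D4:**
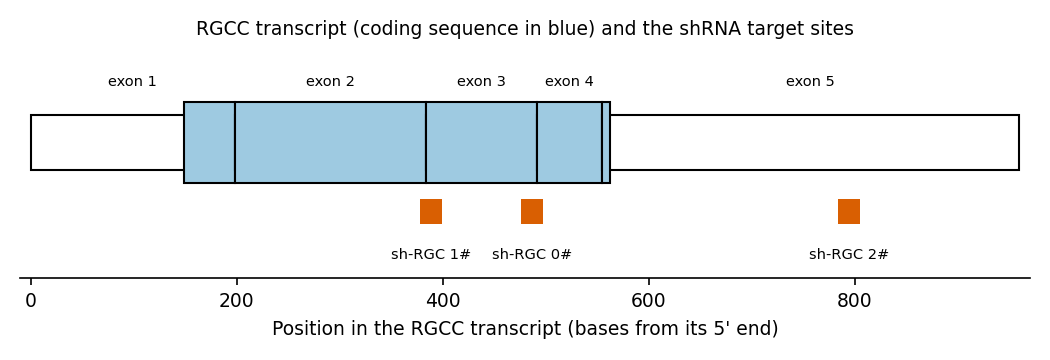
Map of the RGCC transcript, with the position from its 5′ end in bases on the x axis, its 5 exons as boxes in order, the coding sequence in blue and the untranslated parts in white. Orange bars mark the 3 shRNA sites, at bases 379 to 399 for 1#, 477 to 497 for 0# with 1 C left out, and 785 to 805 for 2#.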

The following RNAi sequences were used: sh-RGC 0# GTCACCTCCTCAGAAAGCTAAA; sh-RGC 1# CGGAGAGTGCAGATTCACTTT, sh-RGC 2# GAACAGACGATCCATGCTAAT. The lentiviral transduction procedure was performed following the standardized protocol provided by the manufacturer. To establish stable cell lines, transfected populations underwent antibiotic selection with 2 µg/mL puromycin (Genechem, China) for 7-14 days. Transduction success was quantitatively verified through Western blot analysis of target protein expression levels.

### Quantitative real-time PCR

Total RNA isolation was performed with RNAiso Plus reagent (TaKaRa, China). First-strand cDNA synthesis was performed with reverse transcriptase kits (Vazyme, China) according to manufacturer's protocols. Quantitative PCR amplification was executed on a Light Cycler 480II system (Roche, Switzerland) employing SYBR Green chemistry (Vazyme, China). 

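Both primers lie in the coding sequence of RGCC. The forward primer CGACTCGGAGAGTGCACATTC lies on bases 374 to 394 of the transcript, across the junction of exons 2 and 3 (41458460 to 41466832 on chromosome 13 of GRCh38), with 1 mismatch, C17G, counted from 1 at its 5′ end with the primer's base first. The reverse primer TTTCTGAGGAGTGACAGTGGC is the exact reverse complement of bases 471 to 491 in exon 3 (41466909 to 41466929). The forward primer's site overlaps the target site of shRNA sequence 1#, which lies between the primers' outer ends.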

The primer pair targeting RGC32 consisted of: forward 5' -CGACTCGGAGAGTGCACATTC and reverse 5' -TTTCTGAGGAGTGACAGTGGC. Gene expression levels were quantified using the  $2^{-\Delta\Delta CT}$  method with triplicate technical replicates for each experimental sample. All reactions were performed in triplicate to ensure technical reproducibility.

### **Cell proliferation assay and cell cycle assay**

The proliferative capacity of DLBCL cells was assessed through CCK-8 methodology (Yeesen, China). Experimental cell populations subjected to specific interventions were cultured in 96-well microplates for 24-96 hours prior to analysis. Cellular metabolic activity was quantified by introducing 10 $\mu$ l CCK-8 reagent into each well, followed by 4-hour incubation at 37°C. Optical density measurements at 450 nm wavelength were subsequently obtained using a Thermo Scientific Multiskan GO Microplate Spectrophotometer.

The cell cycle distribution was assessed through flow cytometry. For this analysis, DLBCL cells were harvested and washed with phosphate-buffered saline (PBS) prior to overnight fixation at -20°C using 70% ethanol. Cell cycle profiling was subsequently conducted employing a Navios FACS-240 flow cytometer (Beckman Coulter, USA), with data acquisition and analysis performed according to standardized protocols for cell cycle phase determination.

### ***In vivo* xenograft study**

Animal experimental protocols in this study were conducted in compliance with SPHASU Animal Care and Use Ethics Committee standards and ARRIE guidelines. Female SCID mice (3-week-old) acquired from a certified laboratory animal center were acclimatized for seven days in controlled pathogen-free conditions prior to experimentation. Subjects were randomly allocated into two experimental cohorts receiving subcutaneous injections (100 $\mu$ l suspension) in the right hind limb containing  $1 \times 10^7$  DLBCL cells - either transfected with control vectors or RGC32-knockdown constructs. Tumor growth metrics were collected bi-daily using digital calipers, with volumetric calculations employing the ellipsoid approximation formula:  $V = (a \times b^2) \times 0.5236$  ( $a$  = long axis,  $b$  = short axis). All measurements were recorded by researchers blinded to treatment group assignments. Post-sacrifice analyses included histopathological evaluation and flow cytometric characterization of excised tumor masses.

### **Tumor-infiltrating lymphocytes analysis**

The shRGC32 and shCon established xenograft tumors were cut into small enough pieces, and add 10 ml of digestion medium (collagenase and HEPES) (Solarbio, China) to the centrifuge tube placed at 37°C for 1 hour. Twenty ml of FACs Buffer was added to the centrifuge tube, immediately after the digestion. Subsequently, the digested tissue fluid was filtered through the funnel and discard the tissue precipitation. Then the digested tissue fluid was centrifuged at 2000 rpm for 10 min. The precipitate was suspended in 4 ml of 40% percoll (Solarbio, China) and slowly added to a new 15 ml centrifuge tube with 4 ml of 80% percoll, centrifuged at 2500 rpm, up 6 down 2, for 30 min. The inter layer cells were carefully drawn to a new centrifuge tube and washed with 8 ml FACs Buffer. Mononuclear cell samples were performed for cell counting and ensure that the number of cells per tube is in the range of  $10^5$  -  $10^6$ . Add 0.3 $\mu$ l CD8a Flow antibody (PE-65069, Proteintech) or 0.5 $\mu$ l CD3 Flow antibody (APC-65077, Proteintech) to each tube and stained at 4°C light avoidance for 30 min. Finally, it was

tested by FACS- 240 Navios Flow Cytometer (Beckman Coulter Inc. USA) after centrifuged and suspended by 600µl PBS.

## **References**

1. Quintanilla-Martinez L. The 2016 updated WHO classification of lymphoid neoplasias. *Hematol Oncol.* 2017;35 Suppl 1:37-45. doi:10.1002/hon.2399
2. Rajnai H, Heyning FH, Koens L, Sebestyén A, Andrikovics H, Hogendoorn PC, et al. The density of CD8+ T-cell infiltration and expression of BCL2 predicts outcome of primary diffuse large B-cell lymphoma of bone. *Virchows Arch.* 2014;464(2):229-239. doi:10.1007/s00428-013-1519-9

# Supplementary material for: Response gene to complement 32 promotes tumorigenesis by mediating DNA damage repair and inhibits CD8+ T cells infiltration in diffuse large B-cell lymphoma
**Source:** Front Immunol. 2025 Jul 16;16:1591615. doi: 10.3389/fimmu.2025.1591615
**Supplement:** Supplementary file 3

### Additional file 3

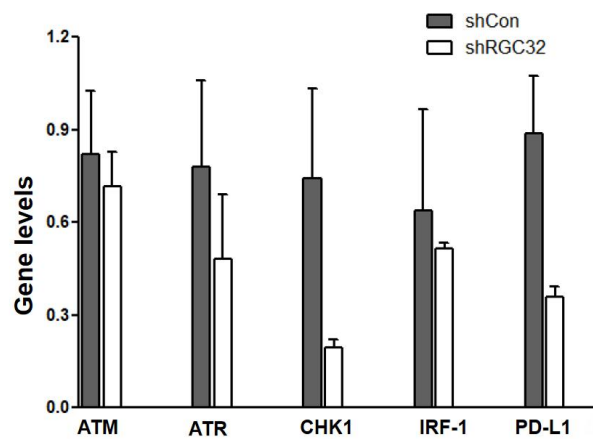

**Figure S1** The RNA-seq results demonstrated that the expression levels of the ATM, ATR, CHK1, IRF1 and PD-L1 genes were all reduced following RGC32 knockdown.

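For the bars of Figure S1, the mean FPKM in shRGC32 as a ratio of the mean in shControl was 0.873 for ATM, 0.728 for ATR, 0.262 for CHEK1, 0.804 for IRF1 and 0.404 for CD274. In exact two-sided permutation tests of log2(FPKM + 1), CHEK1 and CD274 reached p = 0.1, the smallest p that 3 libraries against 3 allow. The same exact permutation test gave p = 0.6 for ATM, 0.4 for ATR and 0.7 for IRF1. In limma's test, 2 of the 5 genes, CHEK1 and CD274, had an adjusted p under 0.05 when adjusted over the list alone, and the same 2 when adjusted over all 14459 tested genes.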

How the deposited data were processed for this re-analysis (not part of the article)

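RNA-seq libraries of OCI-LY1 cells stably transduced with shRGC32 or shControl were analysed, 3 libraries per group, each mapped to its group and replicate from the sample labels, which match the groups and the number of replicates given in the methods. The authors deposited FPKM values for 58735 genes together with a gene length, coordinates and a biotype for each gene. The methods name DESeq2 for the authors' differential expression and a threshold of 0.05, and the paper's text names no aligner, counting method, strand setting, annotation, filter or fold-change limit for the RNA-seq. The deposited FPKM values already include the authors' division by gene length and by a library size rescaled with a median-of-ratios size factor. No column of sample values was left unused.

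The deposited gene length is in bases and was used to turn FPKM back into reads. The product of FPKM and gene length is a multiple of 1 step in each library, and dividing by it gave whole reads for 100% of the values, so the depth per library is known, from 17227159 to 17805749 reads. At this depth, 3 reads, the limit that a count of 0 allows, correspond to 0.168 to 0.174 RPM. Limits of this kind cover counting error only. The chi-square per gene between libraries, over genes with at least 20 reads in a pair, was 7.86 to 14.9 within shRGC32 and 91.8 to 142 within shControl. Each pair thus differed by more than sampling noise, so no library is a copy of another. Repeat preparations of 1 culture could also differ by this much, so the values cannot show that the libraries are independent. Each library was counted as 1 replicate because the paper states 3 independent replicates.

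Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, not robust), two-sided, for 14459 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05 and without a fold limit. The main test was set for FPKM before the data were examined, and the reads recovered from FPKM were used with voom as an alternative. Of 20 gene lists with at least 5 tested genes, 18 were written from general knowledge and 2 are the S phase and G2/M lists of the Seurat package, since no GO or KEGG release was used here. They were tested with limma's camera, with a correlation of 0.01, and with fry, and over-representation of DEGs was tested with Fisher's exact test, one-sided, against all tested genes. The 5 genes of Figure S1 were also compared by exact permutation tests and adjusted over the list alone. The lists cover DNA replication, mismatch repair, homologous recombination, the Fanconi anemia pathway, nucleotide excision repair, cell cycle, sister chromatid segregation, ribosomal proteins, antigen processing and presentation, MHC class I and class II presentation, p53 target genes, glycolysis, cholesterol biosynthesis, S phase, G2/M, interferon-stimulated genes, ATF4 target genes, hypoxia response and MYC target genes. Marker lists of B cells, T cells and the retina and the mitochondrially encoded genes were read without a test. Genes named in the text are those the paper names for these cells, the 5 highest and the 5 lowest log2 fold changes among protein-coding DEGs whose groups do not overlap, and the 3 genes with the lowest p in each list that stands for a claim. The lists, tests, alternatives and this rule were set before the data were examined.

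Transcript sequences, GC content of the longest transcript, exons and 3′ UTRs were taken from GENCODE release 29 on GRCh38. Words of 31 bases of each named gene were looked up in the transcripts of all other genes on both strands, and exon bases covered by other genes were counted on each strand, because the counting is not stated to use strand. The guide of each shRNA was taken as the reverse complement of its listed sequence, with its seed at positions 2 to 8, and transcripts with the 7-base match were compared with those without it. The comparison was set against words of the same base composition that occur in at most 1.5 times more or fewer genes. A correction for GC content and gene length, added after the data were seen, regressed each library's deviation from the gene's mean on natural splines with 5 degrees of freedom of both properties and subtracted the fit.

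The fit was tested on simulated data drawn from the real means and library sizes for 14459 genes, 200 of them changed, with a dispersion of 0.02 and 3 libraries per group. It recovered 0% of the changed genes at a log2 fold change of 0.5, 60% at 1, with 10 false calls, and 91.5% at 2, with 5 false calls. Both simulated groups had the same dispersion, whereas the real shControl libraries differed more from each other than the shRGC32 libraries. These shares therefore need not hold for the real fit. A simulated GC trend of 0.4 on the log2 scale per 10% GC gave 1803 false calls without the correction, and 13 with it while 115 changed genes were recovered. Camera gave no p under 0.05 for an unchanged list, whereas fry gave p-values of 0.00375 for an unchanged list without a trend and 0.0397 for one with the simulated trend and no correction. The simulated genes were drawn independently of each other, whereas camera estimated correlations of 0.077 to 0.94 within the real lists. The simulation therefore cannot show which of both tests holds better for the real lists. The seed test was tested with a shift of -0.2 added to the genes with each site among 10470 genes, and 0 other words were as low.

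Alternatives were a pseudocount of 0.1, no filter, a filter of at least 2 FPKM, median-of-ratios scaling, quantile normalization, protein-coding genes only, eBayes without trend or with robust estimation, the replicate number as a block, voom on the recovered reads, other thresholds, other list tests, and each library left out in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. Patient samples, xenografts, western blots, IHC and flow cytometry of the paper were not analysed here.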

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

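The tests of GC content for the MYC target and cholesterol biosynthesis lists were chosen only after the lists had been seen to differ. The other tests of GC content were set after the overall trend with GC content was known and before any corrected value of a list was seen.

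A list of 21 genes of the hypoxia response, which the paper does not discuss, was higher in shRGC32, with a median log2 fold change of 1.24 (adjusted p = 4.01e-08 from limma's camera and 0.0245 from fry). Of its genes, 19 were higher and 15 were up-regulated DEGs. Relative to the mean of the 6 libraries its median was -0.53, -0.48 and -0.62 in shControl replicates 1 to 3 and 0.92, 0.12 and 0.78 in shRGC32 replicates 1 to 3, so it was higher in all 3 shRGC32 libraries and least so in replicate 2, without which the median log2 fold change was 1.48. GC content as the whole cause is argued against, since after the correction the median was 1.40 for this list and 1.13 for the overlapping glycolysis list. Across the scalings tried the median stayed between 1.24 and 1.30. A difference in culture density or medium between the groups, or a library batch, was not tested and stays open beside an effect of the knockdown.

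A list of 39 MYC target genes, which the paper does not discuss, was higher in shRGC32, with a median log2 fold change of 0.41 (adjusted p = 3.56e-05 from limma's camera and 0.033 from fry), 32 genes higher and 10 of them DEGs. Its median per library was -0.34, 0.06 and -0.26 in shControl and 0.12, 0.36 and 0.16 in shRGC32, each shRGC32 library above each shControl library. The correction for GC content left a median of 0.40, which argues against that trend as the whole cause, and leaving out each library gave 0.30 to 0.50. MYC itself was higher in the same libraries, and the list may follow from it, but this relation was not tested.

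A list of 23 genes of cholesterol biosynthesis had a median log2 fold change of 0.34. The paper shows cholesterol metabolism among its pathways in Figure 3C and does not discuss biosynthesis. The list passed camera (adjusted p = 0.019, limma) but not fry (adjusted p = 0.219, limma) or Fisher's exact test, one-sided (adjusted p = 0.389). Its median per library was -0.61, 0.34 and -0.27 in shControl and 0.05, 0.34 and 0.22 in shRGC32, so the groups were not apart. It was 0.19 with an adjusted p of 0.0774 from camera without shControl replicate 1, 0.67 with 8.77e-05 without shControl replicate 2, and 0.25 with 0.155 without shControl replicate 3. With the correlation estimated by camera, the adjusted p was 0.619 (limma). After the correction for GC content the median was 0.38, so that trend is argued against as the whole cause. The spread between the shControl libraries leaves open whether there is a difference.

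Fry passed 14 lists with the real groups. In the other 9 splits of the 6 libraries it passed 0 lists, and 0 or 1 at an unadjusted p under 0.05, so 1 of the 10 splits gave as many. With 10 splits the share cannot be under 0.1, and chance cannot be told apart from the groups by this count.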

How the results depend on the processing

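The correction for GC content and gene length was chosen after seeing the data, and the other alternatives were set before the data were examined. The number of DEGs was 1415 without a filter (608 up, 807 down; 30313 genes were tested), 1362 with an absolute log2 fold change of at least 1 (637 up, 725 down), 5739 at an unadjusted p under 0.05 (2809 up, 2930 down) and 1525 with both (740 up, 785 down). Across the 6 fits that each left out 1 library it went from 20 to 6250, with 16 to 3036 up and 4 to 3214 down. The 20 came without shRGC32 replicate 3, where 4066 genes had an unadjusted p under 0.05, and the 6250 without shControl replicate 3. A fit with 5 libraries has fewer degrees of freedom, and why the removal of shRGC32 replicate 3 lowered the number most was not tested. Under the other scalings, filters and fits it stayed between 2879 and 3844, and it was 2993 after the correction.

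Of the 20 lists, 16 lost their call when camera estimated the correlation within each list. The medians are those of the main test, -0.65 for DNA replication, -0.82 for mismatch repair, -0.30 for homologous recombination, -0.62 for the Fanconi anemia pathway, -0.30 for nucleotide excision repair, -0.48 for the cell cycle, -1.30 for sister chromatid segregation, 1.05 for ribosomal proteins, 1.22 for glycolysis, -1.17 for S phase and -1.40 for G2/M genes, since this setting changes the test alone. Antigen processing and presentation was -0.06 after quantile normalization and -0.12 to 0.28 across the fits without 1 library, MHC class I presentation -0.32 to 0.23 across these fits, reversed without shControl replicate 1 (0.07), shControl replicate 3 and shRGC32 replicate 3 (0.02), and MHC class II presentation -0.026 without a filter, -0.062 after quantile normalization and -0.14 to 0.20 across the fits, reversed without shControl replicate 2, shRGC32 replicate 1 (-0.01) and shRGC32 replicate 3 (-0.03). None of these 3 lists passed a test, and the cause was not tested.

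After the correction ATM was 0.25 and ATR 0.026 in place of a decrease, and CD274 was -0.24 and lost its call. CD274 kept -0.60 without a filter and lost its call there, and got no value with a mean of at least 2 FPKM. Without the filter more genes were tested, and the unadjusted p of CD274 from limma also rose from 0.00756 to 0.0121. Across the fits without 1 library the log2 fold change was -0.63 to -0.16 for ATR, past the threshold without shControl replicate 3, -2.06 to -1.47 for CHEK1, whose call was lost without shRGC32 replicate 1 or shRGC32 replicate 3, -0.45 to 0.15 for IRF1, reversed without shControl replicate 3, and -0.70 to -0.54 for CD274, whose call was lost in 4 of the 6 fits. CDK4, near 0, was -0.035 after quantile normalization, -0.15 after the correction, -0.10 to 0.17 across the fits, and -0.09, -0.07, -0.10 and -0.003 without shControl replicates 1 and 2 and shRGC32 replicates 2 and 3. RGCC had at most 2 reads in a library, and 1 without shRGC32 replicate 1. Of 45 other genes with a call that the rule for named genes picked, 44 lost it without shRGC32 replicate 3, 16 without shRGC32 replicate 1, 8 without shRGC32 replicate 2, 7 without a filter and 3 without shControl replicate 1. Across the fits without 1 library, the highest adjusted p of these 45 genes from limma ran from 0.0497 for RGS1 to 0.123 for HLA-DOB. Seed shifts over the whole transcript were -0.23, -0.21 and -0.26.

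The replicate number as a block is not a pairing that the paper states, and deviations of libraries with the same number were related with a Pearson's correlation across genes of 0.106, 0.035 and 0.002, so the numbers do not pair the libraries. With the block, 2879 genes were DEGs (1322 up, 1557 down), and CD274 had -0.60 with an adjusted p of 0.0692 from limma.

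At this depth RGCC and CCND1 were too low for a fold change, and changes of CD274 rest on 34 to 122 reads per library.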

Differences from the paper's values

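The number of DEGs was 3386 (1574 up and 1812 down) against the paper's 2564 (1104 and 1460), within 1.5 times of each. Without shControl replicate 2 it was 2545 (1122 up and 1423 down), the setting nearest to the paper's values. The number lay more than 1.5 times from the paper's without a filter, without shControl replicate 1, without shControl replicate 3, without any of the shRGC32 replicates, with a fold limit and without adjustment, and the up-regulated genes also with voom.

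The bars of Figure S1 correspond to FPKM divided by the highest shControl library of each gene, a scale inferred after the values were seen. On it the means in shControl and shRGC32 were 0.821 and 0.717 for ATM, 0.78 and 0.568 for ATR, 0.741 and 0.194 for CHEK1, 0.637 and 0.513 for IRF1 and 0.886 and 0.358 for CD274. The paper's bars, read by eye, are at about 0.82 and about 0.72, about 0.78 and about 0.48, about 0.74 and about 0.20, about 0.64 and about 0.52, and about 0.89 and about 0.36 in Figure S1. All are within 1.5 times of each other, and the bar of ATR in shRGC32 is the one farthest from its value.

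The paper states that ATM, ATR and IRF1 were lower after the knockdown. Their log2 fold changes were -0.17, -0.34 and -0.17, with adjusted p-values of 0.597, 0.344 and 0.684 from limma, so none passed the threshold. ATR passed without shControl replicate 3, at -0.63, and IRF1 was 0.15 in the opposite direction there. After the correction for GC content and gene length, chosen after seeing the data, ATM and ATR were 0.25 and 0.03.

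The paper lists antigen processing and presentation and p53 signaling among enriched KEGG pathways. The lists used here had medians of 0.14 and 0.08 and passed no test under any setting, and they are not the KEGG gene lists, whose 29 pathways could not be recomputed.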

Other observations

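The tests of a mixed library for shControl replicate 3 and of the depth for RGCC were chosen only after the result was seen, and the tests of GC content after the overall trend with GC content was known.

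In 1 of the 10 splits of the 6 libraries, the real one, 3386 genes passed the threshold, and in each of the other 9 splits 0 genes did, with 111 to 705 at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.1, so this count cannot exclude chance. Limma's adjusted test, which does not rest on the splits, argues against chance spread between libraries for the 3386 genes. So does the 46.6% of tested genes whose groups did not overlap, where chance gives 10%, though genes are not independent. Without shRGC32 replicate 3, however, only 20 genes passed, with 4066 at an unadjusted p under 0.05 from limma. A cause other than the knockdown that the libraries of a group share stays open.

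Log2 fold changes rose with GC content, and 4 of the 10 splits gave as strong a rank correlation, the real one (0.478) and the 3 with shControl replicates 1 and 2 together (0.562 to 0.624). The trend thus follows shControl replicates 1 and 2 against the rest, and a library batch and the knockdown cannot be told apart for it, because the other 4 libraries hold 1 shControl library. GC content and gene length as the whole cause of the changes in lists are argued against by the values after the correction. The medians were -0.17 for nucleotide excision repair, the one nearest to 0 among the mitosis, replication and repair lists, with an adjusted p of 0.0437 from fry, and 1.03 for ribosomal proteins. A batch that acts by other means than GC content or length was not tested and stays open, beside an effect of the knockdown on proliferation.

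On the first principal component shControl replicate 3 lay between the groups. RNA of shRGC32 cells mixed into it would move each list by the same fraction of the way from shControl replicates 1 and 2 to shRGC32. The median fraction was 67.9% (quartiles 59.5% and 78.1%) in sister chromatid segregation but 1.2% (quartiles -3.6% and 10.9%) in glycolysis and -54.2% in ATF4 target genes, which argues against a mixture. After the correction for GC content the library was at -19.1, and shControl replicates 1 and 2 at -42.3 and -41.0, so the trend with GC content was not the whole cause either. A slower culture at harvest may explain the lower mitotic genes of this library and was not tested.

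RGCC had at most 2 reads in a library. Reads shared with other genes are argued against, since 0% of its 31-base words and of its exon bases are shared. A floor of 3 reads stood at 0.147 to 0.179 FPKM for RGCC, and each library was at or under it. A level such as the mean of 0.5 FPKM set for tested genes is thus argued against in each shControl library, which had 0 reads. Below the floor, absence of the mRNA and a depth too low for it cannot be told apart, since the reads are too few. A difference in RGCC between shRGC32 and shControl is out of reach of these libraries.

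Off-target silencing through the seed of the shRNA guide was tested on 10470 genes with a 3′ UTR. Genes with a match to the seed of sequence 0#, 1# or 2# were shifted by -0.21, -0.20 and -0.25 relative to genes without it. Other words of the same base composition had medians of -0.22, -0.21 and -0.24, and the shifts ranked at 67.8%, 71.2% and 38.3% among them, which argues against seed matches as a main source of the lower genes. The opposite strand of the shRNA was not tested.

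The list of 35 interferon-stimulated genes had a median log2 fold change of -1.14 and passed camera (adjusted p = 0.000289, limma) but not fry (adjusted p = 0.35, limma). Its median per library was 0.82, -0.80 and 1.87 in shControl and -0.60, -0.55 and -0.66 in shRGC32. It was -1.95 without shControl replicate 2 and -0.61 with an adjusted p of 0.155 from camera without shControl replicate 3, and camera with an estimated correlation gave an adjusted p of 0.619 (limma). A response to the lentiviral shRNA would raise the list in shRGC32, which was not seen. The spread between the shControl libraries, which carry a lentiviral control vector, keeps such a response open.

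The list of 31 ATF4 target genes, which respond to amino acid shortage and endoplasmic reticulum stress, was lower in shRGC32, with a median log2 fold change of -0.96 (adjusted p = 4.93e-10 from limma's camera and 0.0231 from fry), 29 genes lower. Its median per library was 0.32, 0.40 and 0.80 in shControl and -0.52, -0.53 and -0.50 in shRGC32. After the correction for GC content it was -1.15, which argues against that trend as the whole cause.

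The paper measured several proteins of these cells by western blot and Ki-67 in xenografts. MYC mRNA (ENSG00000136997) was higher in shRGC32, with 69.9 ± 7.33 FPKM in shControl and 239 ± 16.5 FPKM in shRGC32 (SD, n = 3 each), a log2 fold change of 1.76 (standard error 0.17, adjusted p = 0.0051 from limma), while the paper states that the protein was reduced. The highest adjusted p from limma over the scalings and the correction was 0.00616, so GC content and gene length are argued against as the cause. Median-of-ratios scaling repeats what the FPKM already include, and unscaled library totals were not tried. The authors' scaling was thus tested by quantile normalization only, which left a log2 fold change of 1.45. Without shRGC32 replicate 3 the adjusted p of MYC from limma was 0.0542, the highest of all alternatives. MKI67 had a log2 fold change of -1.55 (standard error 0.30, adjusted p = 0.015 from limma) and H2AFX one of -1.08 (standard error 0.22, adjusted p = 0.0176 from limma). Their adjusted p lay above 0.05 without a filter (0.0507 and 0.0503), without shRGC32 replicate 1 (0.0653 and 0.0799) and without shRGC32 replicate 3 (0.0784 and 0.0905), and for MKI67 without shRGC32 replicate 2 (0.0606). CDKN1B, which encodes p27, had -0.19 (adjusted p = 0.435 from limma), or -0.06 without shControl replicate 3, and CDK4 had a value near 0 (adjusted p = 0.994 from limma), with 48.4% of its 31-base words shared with other genes. CCND1, which encodes cyclin D1, had 8, 4 and 3 reads in shControl and 3, 2 and 32 in shRGC32, too few for a test.

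Of 16 B cell marker genes, 15 or 16 had at least 1 FPKM in each library. Of 14 T cell markers 2 did, with ZAP70 the highest at up to 30.9 FPKM, and of 23 retina markers 3 or 4, with PDE6G the highest at up to 5.95 FPKM. Retina markers were read because the extraction protocol in the sample record mentions retinas, although the cells are OCI-LY1. The median per library was 21.0 to 32.5 FPKM for B cell markers and 0 to 0.0186 FPKM for retina markers. The median of the 13 mitochondrially encoded protein genes was 3263 to 6293 FPKM.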
